# Hepatic damage caused by long-term high cholesterol intake induces a dysfunctional restorative macrophage population in experimental NASH

**DOI:** 10.3389/fimmu.2022.968366

**Published:** 2022-09-08

**Authors:** Ana C. Maretti-Mira, Matthew P. Salomon, Angela M. Hsu, Gary C. Kanel, Lucy Golden-Mason

**Keywords:** nonalcoholic fatty liver disease (NAFLD), Kupffer cells, tissue macrophages, RNAseq, innate immunity, cholesterol

## Abstract

Excessive dietary cholesterol is preferentially stored in the liver, favoring the development of nonalcoholic steatohepatitis (NASH), characterized by progressive hepatic inflammation and fibrosis. Emerging evidence indicates a critical contribution of hepatic macrophages to NASH severity. However, the impact of cholesterol on these cells in the setting of NASH remains elusive. Here, we demonstrate that the dietary cholesterol content directly affects hepatic macrophage global gene expression. Our findings suggest that the modifications triggered by prolonged high cholesterol intake induce long-lasting hepatic damage and support the expansion of a dysfunctional pro-fibrotic restorative macrophage population even after cholesterol reduction. The present work expands the understanding of the modulatory effects of cholesterol on innate immune cell transcriptome and may help identify novel therapeutic targets for NASH intervention.

## Introduction

The liver is a crucial metabolic organ for lipid biosynthesis, processing, and elimination. Abnormal hepatic lipid accumulation is a hallmark of steatosis, a conditional part of the nonalcoholic fatty liver disease (NAFLD) spectrum. These lipids typically derive from diet, *de novo* lipogenesis, or adipose tissue lipolysis (1). Hepatic steatosis is frequently benign but can progress to nonalcoholic steatohepatitis (NASH), characterized by hepatic cellular injury and necroinflammation (2). NASH may progress to cirrhosis, end-stage liver failure, and hepatocellular carcinoma, representing the most common reason for terminal hepatic failure in western societies (3).

A significant change in lipid metabolism is also evident in NAFLD. A marked growth in free cholesterol (FC) levels occurs during the progression of steatosis to NASH, and total plasma cholesterol correlates to the presence of hepatic inflammation (4, 5). Increased cholesterol synthesis combined with a decrease in cholesterol elimination or the excessive intake of dietary cholesterol results in FC accumulation in the liver (6, 7). FC accumulation impacts several hepatic cells. FC accumulation in hepatocytes often triggers mitochondrial oxidative stress, sensitizes hepatocytes to pro-inflammatory cytokines, and later leads to cell death (8, 9). Hepatic stellate cells loaded with FC become sensitive to transforming growth factor (TGF) β-induced activation, which accelerates liver fibrosis (10), while FC exposure and accumulation in liver resident macrophages, termed Kupffer cells (KCs), contribute to liver inflammation (11).

KCs are part of a large family of innate immune effector cells known as macrophages. Hepatic macrophages fall into two categories: resident macrophages, the KCs, and infiltrating macrophages (IMs), derived from circulating monocytes that arrive at the liver during inflammation. Hepatic macrophages represent the first line of defense against products coming from the gastrointestinal tract and can play both pro- and anti-inflammatory roles in chronic liver diseases and directly contribute to fibrosis progression and resolution (12). Expansion of hepatic macrophages is a marker for NAFLD severity, and, in general, their participation is described as pro-inflammatory (13–15). Hepatic macrophage depletion prevents steatosis development and decreases hepatic levels of fibrosis (16). However, macrophage depletion during the NASH recovery phase accentuates liver fibrosis, suggesting a broader involvement of macrophages in liver homeostasis during NAFLD (14).

Although several studies support the participation of hepatic macrophages in NAFLD progression, the impact of dietary cholesterol on hepatic macrophage transcriptome and function in the setting of NASH remains elusive. Animal models of NASH based on long-term high-fat and high-fructose diets display the highest similarity to human NAFLD, not only phenotypically but also at the transcriptomic level (17). Therefore, we have selected an established prolonged fructose, palmitate, cholesterol, and trans-fat (FPC) diet to develop murine NASH and fed mice with different contents of cholesterol in two stages of our dietary intervention, starting with medium (0.2%) or high (1.25%) cholesterol content, and later reducing cholesterol to low levels (0.05%) (18). Our findings suggest that a decrease in cholesterol intake silences the inflammatory signal detected in macrophages from mice initially fed with medium cholesterol FPC diet. However, the effect of a long-term diet fueled by high cholesterol content is more harmful to the liver homeostasis since the hepatic macrophages do not completely deactivate after cholesterol reduction and further display a dysfunctional restorative macrophage phenotype.

## Materials and methods

### Murine model of diet-induced NASH

To evaluate the contribution of dietary cholesterol to NASH progression, we selected the well-established Fructose, Palmitate, Cholesterol, and Trans-Fat (FPC) diet (Envigo) to induce NASH as this model recapitulates human disease (17, 18). Seven-week-old male wild type C57BL/6J mice (Jackson Laboratory) were allowed to acclimate to housing in our facility for two weeks before the dietary intervention, which was subdivided into two phases: 1) Progression: mice received the FPC diet for 20 weeks and were divided into three groups according to the dietary cholesterol content - low (FPC + 0.05% cholesterol), medium (FPC + 0.2% cholesterol) and high (FPC + 1.25% cholesterol). 2) Regression: Cholesterol was reduced to 0.05% in all the FPC diet subgroups for additional ten weeks. The animal study was reviewed and approved by the University of Southern California Institutional Animal Care and Use Committee.

### Liver non-parenchymal cell isolation

Hepatic non-parenchymal cells (NPCs) were isolated using liver perfusion. Livers were perfused with calcium/magnesium-free HBSS containing 3mg/mL of Liberase™ (Roche), excised, and then mechanically dissociated in calcium/magnesium-free HBSS containing 0.5% BSA and 2mM EDTA. The cell suspension was centrifuged at 20 x g for 2 minutes to remove hepatocytes and then transferred to a new tube and centrifuged at 365 x g for 8 minutes. Red blood cells were removed by lysis (RBC lysis buffer - BD Pharmlyse), and NPCs were isolated by density gradient centrifugation with 20% OptiPrep™ (StemCell Technologies). The NPC layer was collected and stained for cell sorting.

### Hepatic macrophage sorting

To identify hepatic macrophages, we selected several markers that could identify hepatic macrophages with different phenotypes (19–21). We stained NPCs with anti-mouse CD45 (BD Horizon; 30-F11), MertK (eBio; DS5MMER), CD64 (BioLegend; X54-5/7.1), F4/80 (eBio; BM8), and CD11b (eBio; M1/70) antibodies. Cell incubation took place on ice in the dark for 25 minutes. Sorting was performed on a BD FACSAria™ Fusion Flow Cytometer, with 100µm nozzle, into 90% FBS media at 4˚C. After sorting, we checked population purity and centrifuged cells at 400 x g for 5min at 4°C. Cells were resuspended in RLT buffer (Qiagen) containing 2-mercaptoethanol, passed through QIAshredder (Qiagen), and stored at -80°C for subsequent processing.

### Macrophage bulk mRNAseq

Macrophage RNA was isolated using the RNeasy kit (Qiagen) following the manufacturer’s protocol. RNA quality and concentration were assessed by the 2100 Expert Bioanalyzer System (Agilent), using the RNA 6000 Pico Kit (Agilent). Transcriptome RNA sequencing was performed at the Norris Cancer Molecular Genomics Core. Library quality control was perform using Agilent BioAnalyzer 2100 and libraries were simultaneously prepared using Kapa mRNA Hyper kit (cat#08098123702, Roche Diagnostics) following the manufacturer’s protocol. RNAseq libraries were sequenced on the Illumina Nextseq500 platform at a read length of 2x75 at 25 million reads per sample.

Raw sequencing reads were checked for overall quality and adapter contamination using FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and trimmed using Trim Galore (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) prior to downstream analysis. Reads were then used to quantifying transcript abundances with Salmon (22) using the GENCODE version M25 mouse reference. The resulting transcript abundances were summarized to gene level counts using functions in the Bioconductor package tximport (23). Significantly differentially expressed genes were identified using the Bioconductor package DESeq2 (24) with a significance threshold of FDR < 0.1. Volcano plots were generated using the Enhanced Volcano Bioconductor package (https://github.com/kevinblighe/EnhancedVolcano). Ingenuity Pathway Analysis (IPA) software (v01-20-04, Qiagen) was used to determine the hepatic biological processes altered by cholesterol intake level (25). Gene Set Enrichment analysis (GSEA) software v4.1.0 was used to identify relevant pathways and biological processes (26). The Gene Ontology Resource platform was used to identify the biological processes triggered by the commonly expressed genes during the progression phase of the dietary intervention (27).

### Hepatic inflammation and fibrosis histological assessment

Liver fragments from each lobe were kept in 10% buffered neutral formalin overnight and dehydrated in 70% ethanol at 4°C. Fragments were then embedded in paraffin and cut into sections of 5µm thickness, deparaffinized, and hydrated. The serial sections were then stained for H&E and Sirius Red as per standard protocols at the USC Research Center for Liver Diseases (RCLD) Liver Histology Core.

Liver biopsies from 4 lobules from each mouse used in this study was evaluated and graded histologically as follows: Steatosis grades: “0” =none, “<1” = less than 5% of hepatocytes, “1” = 5-25%, “2” = 26-50%, “3” = 51-75%, “4” = >75%; Lobular inflammation grades (20x field): “0” = none, “1” = < 2 per field, “2” = 2-4 per field, “3” = > 4 per field; Fibrosis grades: “0” = None, “1” = Perisinusoidal or periportal, “2” = Perisinusoidal and portal/periportal, “3” = Bridging fibrosis, “4” = Cirrhosis. The scoring was performed by a pathologist (G.K) in coded fashion without knowledge of the treatment.

### Statistical analyses

All statistical analyses, graphs, and heatmaps were generated using GraphPad Prism version 9 for macOS (GraphPad Software, www.graphpad.com). We used the non-parametrical Kruskal-Wallis test to evaluate hepatic inflammation and fibrosis scores.

## Results

### High dietary cholesterol intake exacerbates hepatic inflammation and fibrosis

To evaluate the contribution of dietary cholesterol to the progression of nonalcoholic steatohepatitis (NASH) induced by high-fat and high-fructose diet, we used the FPC diet as an established model mimicking human NASH (18). We combined the FPC diet with different cholesterol concentrations into two distinct phases. In the first phase (progression), mice were fed the FPC diet for 20 weeks with high (1.25%), medium (0.2%), or low (0.05%) cholesterol. In the second phase (regression), we reduced the cholesterol content of all FPC diets to 0.05% and fed all the groups for a further ten weeks. We euthanized six mice from each group at the end of the progression phase and four at the end of the regression phase, harvesting their livers to evaluate steatosis, inflammation, and fibrosis. We also isolated hepatic macrophages for transcriptomic analysis (**Figure 1A**).

**Figure 1:**
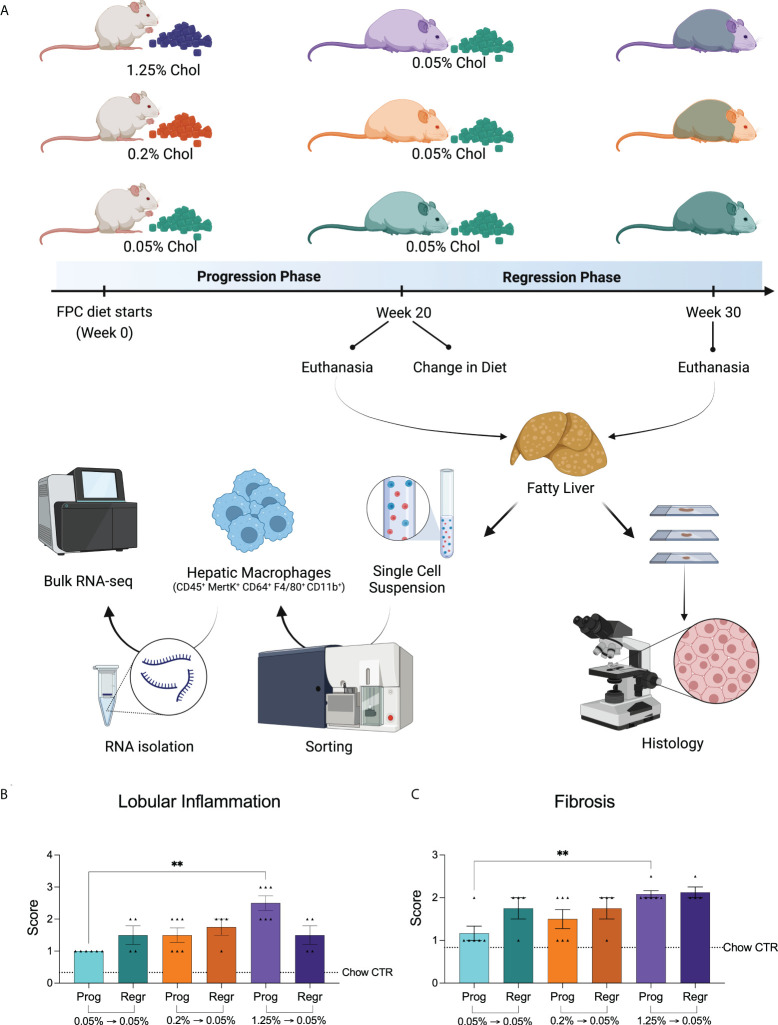
Experimental design and dietary cholesterol impact on murine NASH model. **(A)** For our NASH model, we selected the Fructose, Palmitate, Cholesterol, and Trans-Fat (FPC) diet. We evaluated the mice in two distinct phases. During the first 20 weeks (progression phase), we fed male C57BL/6J mice with the FPC diet containing different concentrations of cholesterol: 1.25% (high, purple), 0.2% (medium, orange), and 0.05% (low, green). At week 20, we reduced the dietary cholesterol intake for the 1.25% and 0.2% groups, keeping all mice on the FPC diet with 0.05% cholesterol for additional ten weeks (regression phase). At the end of each phase, we harvested mice livers, sorted hepatic macrophages, and processed them for RNA-seq analysis. NASH was assessed on the liver specimens based on histologic findings (Created with BioRender.com). **(B)** Lobular inflammation and Fibrosis **(C)** were exacerbated in mice fed with high cholesterol FPC diet during the progression phase (n = 6 for progression and n = 4 for regression phases). Statistical test used: Kruskal-Wallis, **P value < 0.01. Prog, Progression phase; Regr, Regression phase; CTR, control.

As expected, all FPC diet groups showed advanced steatosis (grade 4, **Supplementary Figure 1A**) without differences related to cholesterol intake. We observed a significant increase in lobular inflammation and fibrosis in the livers of mice fed with high cholesterol during the progression phase (**Figures 1B, C**; **Supplementary Figures 1B, C**). While inflammation slightly improved after cholesterol reduction (not significantly), fibrosis remained unchanged. In fact, the fibrosis scores of all groups became very similar by the end of the regression phase (**Figure 1C**).

Our findings suggest that high cholesterol intake combined with a high-fat and high-fructose diet aggravates hepatic inflammation and accelerates fibrosis.

### Cholesterol intake affects hepatic macrophages transcriptome

Considering the significance of hepatic macrophages for NASH development, we evaluated the impact of dietary cholesterol on total hepatic macrophage transcriptome in a high-fat and high-fructose diet background. 

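Hepatic macrophages were sorted from 20 male mice on the FPC diet, which combines fructose, palmitate, cholesterol and trans-fat. Sorting used antibodies against CD45, MertK, CD64 and further macrophage markers. At the end of the progression phase, after 20 weeks, 3 mice of the high, 3 of the medium and 4 of the low cholesterol group were analyzed. At the end of the regression phase, after a further 10 weeks at 0.05% cholesterol, 3 mice of the high, 4 of the medium and 3 of the low cholesterol group were analyzed. Each mouse gave 1 mRNA library. The authors trimmed the reads and quantified the transcripts with Salmon against the GENCODE M25 mouse reference. The deposited values are the expected counts of each transcript, which are not normalized for depth, and its TPM, which Salmon scaled for transcript length and depth. Here the expected counts were summed for each gene of the GENCODE M21 annotation of GRCm38 and rounded. Genes passing edgeR's filter on low counts were normalized with the TMM method and compared with edgeR's quasi-likelihood test, with the 10 mice of each phase in 1 fit. The filter kept 14862 genes in the progression phase and 14972 in the regression phase. A gene was called differentially expressed (DE) at a Benjamini-Hochberg adjusted p under 0.1, which is the paper's threshold. A change of the cholesterol effect between the phases was tested as an interaction in a fit of all 20 mice, over 15510 genes. TPM of a gene are the sums over its transcripts and are given as mean ± SD.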

For this purpose, we sorted hepatic macrophages from the non-parenchymal cells obtained from mice livers, acquiring an average of 400,000 hepatic macrophages from each mouse. Cells were immediately preserved in RLT lysis buffer (Qiagen™) and later processed for RNAseq. 

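The libraries held between 15576554 and 21315489 expected counts per mouse, with a median of 18628215. The medians were 18634523, 18290557 and 18391610 in the high, medium and low cholesterol groups of the progression phase. In the regression phase they were 18621907, 18544968 and 19062652 in the same order. Totals did not differ between the high and low cholesterol groups (exact permutation test, two-sided, p = 0.629 in the progression and p = 0.9 in the regression phase). Transcripts without a gene in the annotation took between 0.338% and 0.41% of the counts of a library and were left out. Mitochondrial genes took between 3.37% and 12.5% of the counts, and the highest share was in replicate 9 of the low cholesterol group in the progression phase (95% Wilson interval 12.46% to 12.49%). In the smallest library, 3 counts correspond to 0.193 CPM. Xist, on chromosome X, had at most 3 counts in any library, and Ddx3y, on chromosome Y, had at least 1899. Limits set by counts cover counting error only, since the reads carried no molecular identifiers that would mark PCR copies.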

Our findings revealed that cholesterol addition to the FPC diet significantly changed hepatic macrophage global gene expression (**Figures 2A, B**). We compared the medium and high cholesterol groups to the low cholesterol group in the different dietary phases to identify genes regulated by cholesterol. 

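For each comparison, the 3 genes with the largest log2-foldchange in each direction were taken from the DE genes with a mean of at least 1 CPM and no overlap between the groups. Such genes numbered 1292 and 2427 genes for the medium and high cholesterol groups in the progression phase, and 24 and 3283 in the regression phase. By chance, 10% of comparisons of 3 mice with 3 do not overlap. In the progression phase, Cxcl2 (ENSMUSG00000058427, chromosome 5, 90903871 to 90905938) had 231.3 ± 22.0 TPM (SD, n = 3) in the medium and 22.7 ± 8.32 TPM (SD, n = 4) in the low cholesterol group. Its log2-foldchange was 3.44 (SE 0.56, adjusted p = 0.00692) in the medium and 3.27 (SE 0.55, adjusted p = 0.0107) in the high cholesterol group, with every mouse above every low cholesterol mouse. Fosb (ENSMUSG00000003545, chromosome 7, 19302696 to 19310051) rose by 3.34 (SE 0.80, adjusted p = 0.0381) and 3.61 (SE 0.81, adjusted p = 0.024) on the log2 scale in the same comparisons, and replicate 10 of the low cholesterol group had 15.5 TPM where the others had between 4.02 and 5.89. In the high cholesterol group, Fosb had 94.9 ± 116.1 TPM (SD, n = 3) and Cxcl2 205.6 ± 211.1 TPM (SD, n = 3). When each mouse was left out in turn, the log2-foldchange there went down to 1.85 for Fosb and 2.15 for Cxcl2. Both stayed DE in all 7 such fits. Cxcl1 rose by 3.07 (SE 0.67, adjusted p = 0.0252) in the medium cholesterol group. The largest decreases in that group were in the immunoglobulin genes Igkv6-20 (at least 36.2-fold lower), Ighv5-9-1 (at least 27.5-fold lower) and Ighg1, whose log2-foldchange was -5.74 (SE 1.59, adjusted p = 0.0659). The low cholesterol mice varied widely, with 4 to 281 counts of Igkv6-20 and 4 to 172 of Ighv5-9-1. Without 1 mouse, Igkv6-20 lost its call in 6 of 7 fits, Ighv5-9-1 in 5 of 7 and Ighg1 in 3 of 4. In the high cholesterol group, Gm43546 was at least 20.6-fold higher, and Gm42713 (at least 19.4-fold lower), Igkv1-88 (at least 12.7-fold lower) and Gm20075 (at least 12-fold lower) decreased the most. Gm43546 and Gm42713 share 99.8% of their 31-base sequence words, and each library had counts on only 1 of the pair. The sum of both was 62 to 72 counts per library in the high and 39 to 66 in the low cholesterol group, so the opposite changes lie in which of the copies held the reads and not in the pair as a whole. During the regression phase, the medium cholesterol group showed the largest increases in Ighv5-9-1 (log2-foldchange 3.83), Ighv1-18 (3.03) and Ighv8-8 (2.37), and the largest decreases in Fosb (-1.86), Cxcl2 (-1.28) and Ptp4a1 (-1.24). Apart from Cxcl2, their adjusted p lay between 0.0558 and 0.0902. Without 1 mouse, Ighv5-9-1, Ighv8-8 and Ptp4a1 lost their call in 6 of 7 fits. Ighv1-18 and Fosb lost it in 7 of 7, and Cxcl2 in 0 of 7. For the high cholesterol group, the major urinary protein genes Mup7 (at least 285-fold higher), Mup11 (log2-foldchange 8.79) and Mup9 (6.16) rose the most. Igkv4-80 (at least 15.1-fold lower), Ighv1-7 (log2-foldchange -3.91) and Igkv12-41 (-3.70) fell the most. Reads of the immunoglobulin and major urinary protein genes can be shared among near-identical paralogs, and Salmon divides such reads among them.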

In macrophages from mice fed with medium cholesterol, we identified 1,774 differentially expressed (DE) genes (1,019 up and 755 down) during the progression phase and 229 genes (90 up and 139 down) during the regression phase. 

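During the progression phase, 1470 genes were DE in the medium cholesterol group, 1033 up and 437 down. For the regression phase, 24 genes were DE, 9 up and 15 down, while 1424 genes had an unadjusted p under 0.05. Among the 1470 genes, 14 were also DE in the regression phase. The alternative that moved the progression count most was the addition of an endothelial marker score as a covariate, which left 0 DE genes, with 772 genes at an unadjusted p under 0.05. In the progression phase, 84.7% of the variance of this score lay between the groups. That fit thus cannot tell the effect of cholesterol from that of the score. With DESeq2 and transcript length offsets, the tools the paper names, 1734 genes were DE in the progression phase and 221 in the regression phase. With edgeR and the same length offsets, 26 genes were DE in the regression phase.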

The most remarkable changes were observed in macrophages from the high cholesterol group, with 2,880 DE genes (1,373 up and 1,507 down) during the progression phase and 3,902 DE genes after cholesterol reduction (1,918 up and 1,984 down). 

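The high cholesterol group had 3010 DE genes in the progression phase, 1604 up and 1406 down, and 3997 in the regression phase, 1797 up and 2200 down. Of these, 1149 genes were DE in both phases, 966 of them in the same direction, and 2675 genes were DE in the high cholesterol group of the regression phase alone. In the progression phase, 1075 genes were DE in both cholesterol groups, and 1074 of them changed in the same direction. A direct comparison of the high with the medium cholesterol group gave 0 DE genes in the progression phase, where 1944 genes had an unadjusted p under 0.05. After cholesterol reduction it gave 5246 DE genes, 2445 up and 2801 down. Across the 14539 genes tested in both phases, the log2-foldchanges of the medium and high cholesterol groups had a Spearman correlation of 0.676 in the progression phase and 0.082 in the regression phase. These correlations are across genes, which are not independent replicates.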

Principal component analysis (PCA) indicated that macrophages’ transcriptomes from mice fed with high and medium cholesterol are similar during the progression phase, fully separating from the low cholesterol group. However, during the regression phase, macrophages from the medium cholesterol group normalized their gene expression, becoming similar to macrophages from the low cholesterol group (**Figure 2C**). These results suggested that the transcriptomic modifications triggered by a high cholesterol diet are more robust and not as easily reversed as those resulting from medium cholesterol intake.

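The first principal component of the 500 most variable genes, on the log2 CPM scale, held 37.7% of the variance among the 10 mice of the progression phase, and the second held 11.9%. On the first component, the 4 low cholesterol mice lay between -39.3 and -10.8, the 3 medium cholesterol mice between 14.3 and 31.0, and the 3 high cholesterol mice between -3.12 and 24.4. The medium and high cholesterol groups each separated from the low cholesterol group without overlap (exact permutation test, two-sided, p = 0.0286, the smallest that 3 mice against 4 allow). The medium and high cholesterol groups overlapped (exact permutation test, p = 0.2, where 0.1 is the smallest possible). The share of the first component was 61.6% with the variance stabilizing transformation of DESeq2, the alternative that moved it most.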

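Among the 10 mice of the regression phase, the first component held 41.7% of the variance and the second 11.5%. The 3 high cholesterol mice lay between 23.9 and 42.7 on the first component, apart from the 3 low cholesterol mice, which lay between -20.02 and 6.13 (exact permutation test, two-sided, p = 0.1, the smallest that 3 mice against 3 allow). The 4 medium cholesterol mice lay between -31.6 and -13.5 and overlapped with the low cholesterol mice (exact permutation test, p = 0.143).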

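The interaction of cholesterol with phase was significant for 953 genes in the medium cholesterol group, 424 of them with a higher and 529 with a lower effect in the regression phase. It was significant for 2074 genes in the high cholesterol group, 1091 higher and 983 lower. Both foldchanges refer to the low cholesterol group of the same phase, and that group itself had 985 DE genes between the phases, 645 higher and 340 lower in the regression phase. Its mice differed in age and harvest, and the change in the low cholesterol group enters both interactions.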

**Figure 2:**
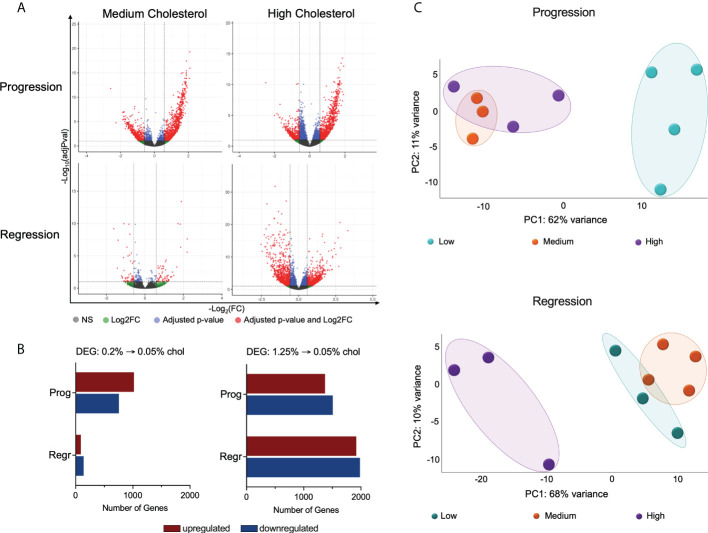
High cholesterol intake changes the global gene expression of hepatic macrophages. **(A)** Volcano plots show the hepatic macrophages’ differentially expressed genes (DEGs) in the different dietary groups, emphasizing the cholesterol effect. DEG lists were acquired by normalizing the transcriptome from the high and medium cholesterol groups using the age-matched low cholesterol group. **(B)** Comparing the medium to the low cholesterol group, we found 1,774 genes modified during the progression phase (1,019 up and 755 down) and 229 genes in the regression phase (90 up and 139 down). The comparison between the high to the low cholesterol group revealed 2,880 genes differentially expressed during the progression phase (1,373 up and 1,507 down), and 3,902 DE genes in the regression phase (1,918 up and 1,984 down). **(C)** PCA plots clearly show that during the progression phase, the medium cholesterol (n = 3) and the high cholesterol (n = 3) groups differed from the low cholesterol group (n = 4) and that after cholesterol reduction (regression phase), the medium cholesterol group (n = 4) became comparable to the low cholesterol group (n = 3), while the high cholesterol group (n = 3) maintain the original difference. NS, non-significant; Log2FC, log2-foldchange based on low cholesterol age-matched group; Prog, Progression phase; Regr, Regression phase.

### Identification of genes modulated by dietary cholesterol in hepatic macrophages

We analyzed the relationship among the DE genes from the high and medium cholesterol groups in both dietary phases and identified 32 genes commonly expressed, which were also strongly connected as a network (**Figure 3A**; **Supplementary Figure 2**; **Supplementary Table 1**). 

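In the edgeR results, 10 genes were DE in all 4 comparisons with the low cholesterol group: Ccl3, Ccrl2, Cxcl2, Dusp1, Fosb, H3f3b, Jun, Junb, Ptp4a1 and Rgs1. With the endothelial marker score as a covariate the number was 0, though that fit cannot separate cholesterol from the score in the progression phase. With DESeq2 in place of edgeR the number was 37. Of the 32 genes in the paper's Supplementary Table 1, 27 were DE in the medium and 24 in the high cholesterol group of the progression phase, and 10 and 31 in the regression phase. When the p-values were adjusted over these 32 genes alone, 32, 32, 32 and 31 passed, which carries no independent weight because the list comes from the same data. During the progression phase, 21 of the 32 genes were higher and 11 lower in both cholesterol groups. In the regression phase, 23 were lower in the medium and 30 in the high cholesterol group. The paper's list and the 10 genes share 9 genes.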

The biological processes enriched by those genes were related to differentiation and transformation of connective tissue cells, cell cycle, viability and activation, cell movement, and vasculogenesis. These processes were stimulated by cholesterol intake and inhibited by cholesterol reduction. Other processes also enriched by these genes were cell death, liver damage, and weight loss, downregulated by cholesterol ingestion and upregulated by cholesterol intake reduction (**Figure 3B**).

**Figure 3:**
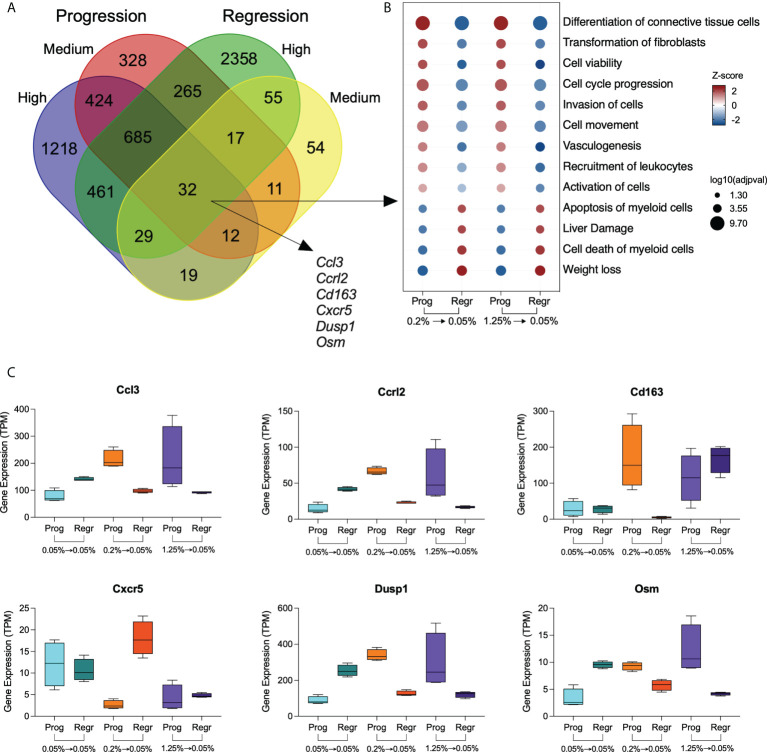
Genes modulated by dietary cholesterol in hepatic macrophages. **(A)** Venn diagram shows the overlapping differentially expressed genes among the comparison groups. The high and medium cholesterol groups were compared to the low cholesterol group during progression (Prog) and regression (Regr) phases. Thirty-two genes were commonly expressed by the four comparison groups. **(B)** Bubble plot shows the biological processes derived from the 32 genes commonly expressed genes by the four groups. Analysis performed using Ingenuity Pathway Analysis (IPA). **(C)** Expression of six genes with immunological significance were highlighted are shown in all six dietary groups included in this study. Prog, Progression phase; Regr, Regression phase.

We highlighted genes with immune relevance in **Figure 3C**. 

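Ccl3 (ENSMUSG00000000982, chromosome 11, 83647844 to 83649355), Ccrl2, Dusp1 and Osm were higher in both cholesterol groups of the progression phase. Ccrl2 (ENSMUSG00000043953, chromosome 9, 111054486 to 111057519) had 66.6 ± 6.06 TPM (SD, n = 3) in the medium, 59.5 ± 44.6 TPM (SD, n = 3) in the high and 14.5 ± 6.35 TPM (SD, n = 4) in the low cholesterol group. Its log2-foldchange was 1.95 (SE 0.40, adjusted p = 0.0194) in the medium and 1.94 (SE 0.40, adjusted p = 0.0178) in the high cholesterol group, with all mice above the low cholesterol mice. For Ccl3 it was 1.32 (SE 0.38, adjusted p = 0.0744) with 3 of 3 mice above all low cholesterol mice, and 1.36 (SE 0.38, adjusted p = 0.0486) with 2 of 3. Dusp1, on chromosome 17, rose by 1.78 (SE 0.36, adjusted p = 0.0181) and 1.65 (SE 0.36, adjusted p = 0.0212), and Osm, on chromosome 11, by 1.36 (SE 0.37, adjusted p = 0.0619) and 1.80 (SE 0.37, adjusted p = 0.0182), each without overlap. Cd163 (ENSMUSG00000008845, chromosome 6, 124304656 to 124330527) had 168.6 ± 110.5 TPM (SD, n = 3) in the medium and 28.1 ± 21.5 TPM (SD, n = 4) in the low cholesterol group, a log2-foldchange of 2.53 (SE 0.76, adjusted p = 0.0873). Within the high cholesterol group, the log2-foldchange of Cd163 was 1.99 (SE 0.75, adjusted p = 0.114), with 2 of 3 mice above the low cholesterol mice. When the endothelial marker score was a covariate, the log2-foldchanges of Ccl3 were -0.66 and -0.53, those of Dusp1 were -0.004 and -0.07, and those of Osm were -0.30 and 0.28. Ccrl2 kept its direction (0.049 and 0.094). Cd163 kept its direction too, with larger log2-foldchanges (2.98 and 2.37) than without the score. None of these 5 genes was DE in that fit. It cannot tell the effect of cholesterol from that of the score, which nearly separates the groups of the progression phase. Over the 20 mice, with group means removed, the mean of Ccl3, Ccrl2, Dusp1 and Osm rose with a score of 10 other stress genes (Pearson r = 0.899, permutation p = 1e-05, the smallest the permutations can give). Spearman's rho was 0.869 (permutation p = 1e-05), and r was 0.599 without the 2 mice farthest from the median score.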

Cholesterol intake upregulates the expression of *Ccl3, Cclr2, Dusp1, Osm*, and *Cd163*. Cholesterol reduction normalized the expression of *Ccl3, Cclr2, Dusp1*, and *Osm* in both medium and high cholesterol groups, while *Cd163* expression only decreased in the medium cholesterol macrophages. Conversely, *Cxcr5* expression was downregulated by cholesterol intake, recovering its levels after cholesterol reduction in the medium but not in the high cholesterol group.

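During the regression phase, Ccl3, Ccrl2 and Dusp1 were lower than in the low cholesterol group, in every mouse of both cholesterol groups. For Ccrl2, which had 41.8 ± 3.22 TPM (SD, n = 3) in the low cholesterol group, the log2-foldchange was -0.82 (SE 0.10, adjusted p = 0.0234) in the medium and -1.23 (SE 0.11, adjusted p = 0.000496) in the high cholesterol group. Ccl3 fell by 0.51 (SE 0.06, adjusted p = 0.0226) and 0.54 (SE 0.07, adjusted p = 0.00123) on the log2 scale, and Dusp1 fell by 0.95 (SE 0.14, adjusted p = 0.0598) and 0.97 (SE 0.16, adjusted p = 0.0045). Osm fell by 1.14 (SE 0.18, adjusted p = 0.00333) in the high cholesterol group, and by 0.66 (SE 0.16, adjusted p = 0.274) in the medium cholesterol group, again in every mouse. The interaction with phase was significant for all 4 genes in both cholesterol groups, with log2 values from -2.71 (adjusted p = 0.00991, Ccrl2) to -1.78 (adjusted p = 0.0385, Ccl3) in the medium cholesterol group. In the high cholesterol group, they ranged from -3.15 (adjusted p = 0.00336, Ccrl2) to -1.88 (adjusted p = 0.0176, Ccl3). The low cholesterol group itself was higher in the regression than in the progression phase, by 1.34 for Ccrl2 (adjusted p = 0.0262), 1.36 for Dusp1 (adjusted p = 0.0182) and 1.42 for Osm (adjusted p = 0.0154), with 3 of 3 mice above all 4, and by 0.73 for Ccl3 (adjusted p = 0.18). Cd163 had 5.41 ± 2.43 TPM (SD, n = 4) in the medium and 167.9 ± 46.1 TPM (SD, n = 3) in the high cholesterol group of the regression phase, against 28.4 ± 12.8 TPM (SD, n = 3) in the low cholesterol group. Its log2-foldchange was -2.47 (SE 0.47, adjusted p = 0.196) in the medium, with 4 of 4 mice below the low cholesterol mice, and 2.604 (SE 0.50, adjusted p = 0.0112) in the high cholesterol group, with 3 of 3 above. The interaction was -4.95 (adjusted p = 0.0252) for the medium and 0.62 (adjusted p = 0.77) for the high cholesterol group.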

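Cxcr5 (ENSMUSG00000047880, chromosome 9, 44511787 to 44561877) had 12.1 ± 5.19 TPM (SD, n = 4) in the low and 2.64 ± 1.23 TPM (SD, n = 3) in the medium cholesterol group of the progression phase. The log2-foldchange was -2.36 (SE 0.62, adjusted p = 0.0561) in the medium cholesterol group, with 3 of 3 mice below all low cholesterol mice. For the high cholesterol group it was -1.56 (SE 0.59, adjusted p = 0.115), with 2 of 3. For the regression phase, the log2-foldchange was 0.84 (SE 0.21, adjusted p = 0.302) in the medium cholesterol group, with 4 of 4 mice above the low cholesterol mice, and -1.03 (SE 0.23, adjusted p = 0.0166) in the high cholesterol group. The interaction with phase was 3.25 (adjusted p = 0.0309) for the medium and 0.54 (adjusted p = 0.708) for the high cholesterol group. A score of 8 B cell genes differed in the same directions as Cxcr5. On the log2 scale it differed by -1.705 and -1.327 in the medium and high cholesterol groups of the progression phase. In the regression phase it differed by 0.825 and -0.944. Whether Cxcr5 followed this score within groups was not tested.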

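In both cholesterol groups of the progression phase and in neither of the regression phase, 449 genes were DE, and 257 of them are among the 424 genes of the paper's Supplementary Table 1. With the endothelial marker score as a covariate, the alternative that moved this number most, it was 0. Of the 424 genes, 414 passed the filter, and 325 were DE in the medium and 353 in the high cholesterol group of the progression phase. Adjusted over the list alone, 409 and 408 passed, a list chosen on the same data. Of the 16 genes Cnr2, Col4a3, Csf1, Cxcr2, Cxcr6, Gzma, Hbegf, Il16, Il1f9, Il33, Lamc1, Ncf1, Osmr, Prf1, Tnf and Vegfa, 11 were DE in the medium and 12 in the high cholesterol group, with log2-foldchanges from -3.50 to 3.75, and 16 and 16 passed when adjusted over these genes alone. After cholesterol reduction, 0 of the 15 genes tested were DE in the medium cholesterol group and 1, Osmr, in the high cholesterol group. Tnf (ENSMUSG00000024401, chromosome 17, 35199381 to 35202007) rose by 1.22 (SE 0.34, adjusted p = 0.0689) in the medium and 1.14 (SE 0.34, adjusted p = 0.0596) in the high cholesterol group, with all mice above the low cholesterol mice. When the endothelial marker score was a covariate, its log2-foldchanges were -0.90 and -0.82. In the progression phase such a fit cannot separate the effect of cholesterol from that of the score. Il33 rose by 1.44 (SE 0.37, adjusted p = 0.0445) and 1.28 (SE 0.37, adjusted p = 0.0501), and Lamc1 by 1.01 (SE 0.17, adjusted p = 0.00691) and 1.01 (SE 0.17, adjusted p = 0.00952), again without overlap. Cxcr6 fell by 3.50 (SE 0.77, adjusted p = 0.0272) and 2.38 (SE 0.71, adjusted p = 0.0585), below all low cholesterol mice in 3 of 3 and 2 of 3 mice, where replicate 11 of the low cholesterol group had 1.93 TPM and the others between 11.2 and 12.2. Il16 (log2-foldchanges -0.20, adjusted p = 0.144, and -0.15, adjusted p = 0.193) and Prf1 (-2.13, adjusted p = 0.145, and -1.88, adjusted p = 0.129) did not pass the threshold in either group. All 3 mice of each group were below the low cholesterol mice for Il16, and 2 of 3 for Prf1.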

We found 424 genes uniquely modified by cholesterol intake, regardless of its concentration, which included *Cnr2, Col4a3, Csf1, Cxcr2, Cxcr6, Gzma, Hbegf, Il16, Il1f9, Il33, Lamc1, Ncf1*, *Osmr, Prf1, Tnf*, and *Vegfa* (**Figure 4A** and **Supplementary Table 1**). 

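In both cholesterol groups of the regression phase and in neither of the progression phase, 3 genes were DE, and 2 of them are among the 55 genes of the paper's Supplementary Table 1. With DESeq2 and transcript length offsets this number was 53, and with all 6 groups in 1 fit it was 0. Of the 55 genes, 3 were DE in the medium and 45 in the high cholesterol group. Adjusted over the list alone, 50 and 49 passed, a list chosen on the same data. The 9 genes Ccl17, Cxcl12, Cd63, Clec7a, Tspan3, Egr1, Klf6, Ltc4s and Mbl2 were compared in the regression phase. Tspan3 passed the threshold in both groups, with log2-foldchanges of -0.38 (SE 0.07, adjusted p = 0.0902) and -0.67 (SE 0.07, adjusted p = 0.000785), every mouse below the low cholesterol mice. Its call in the medium cholesterol group was lost in 7 of 7 fits that left out 1 mouse and in 5 of 13 alternative settings. Ccl17 (ENSMUSG00000031780, chromosome 8, 94810453 to 94812036) had 10.2 ± 3.08 TPM (SD, n = 3) in the low cholesterol group. Its log2-foldchange was -1.63 (SE 0.31, adjusted p = 0.142) in the medium and -2.47 (SE 0.36, adjusted p = 0.00275) in the high cholesterol group, each without overlap, on 4 to 62 counts per library. Cd63, Clec7a, Egr1 and Klf6 were lower in every mouse of both groups, with adjusted p between 0.233 and 0.367 in the medium and between 0.00378 and 0.0277 in the high cholesterol group. Their log2-foldchanges lay between -0.62 and -0.28 in the medium and between -0.75 and -0.35 in the high cholesterol group. A medium cholesterol mouse stood apart from the other 3 for Cd63 (203.8 TPM against 233 to 235.8) and another for Klf6 (122.4 TPM against 111.4 to 113.2). Ltc4s rose by 0.85 (adjusted p = 0.39) and 1.10 (adjusted p = 0.0234), with every mouse above the low cholesterol mice. Mbl2 changed by -1.56 (adjusted p = 0.32) in the medium and 1.74 (adjusted p = 0.0145) in the high cholesterol group, without overlap in either. Cxcl12 did not pass the threshold, with log2-foldchanges of -0.66 (SE 0.34, adjusted p = 0.576, 1 of 4 mice below the low cholesterol mice) and 0.73 (SE 0.35, adjusted p = 0.173, 3 of 3 mice above). The paper's text names Cxcl12 here, while Figure 4B, as read here, shows Cxcl2 and not Cxcl12. Cxcl2 was DE and lower in the medium (log2-foldchange -1.28, adjusted p = 0.00468) and high cholesterol group (-1.54, adjusted p = 0.000381).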

Cholesterol reduction exclusively affected the expression of 55 genes, including *Ccl17, Cxcl12, Cd63, Clec7a, Tspan3, Erg1, Klf6, Ltc4s*, and *Mbl2* (**Figure 4B** and **Supplementary Table 1**). We applied the Gene Ontology enrichment test to these two sets of genes and observed that only genes from the progression phase could enrich relevant biological processes, such as wound healing, cytotoxic cell differentiation, neutrophil chemotaxis, and immune response (**Figure 4C**).

**Figure 4:**
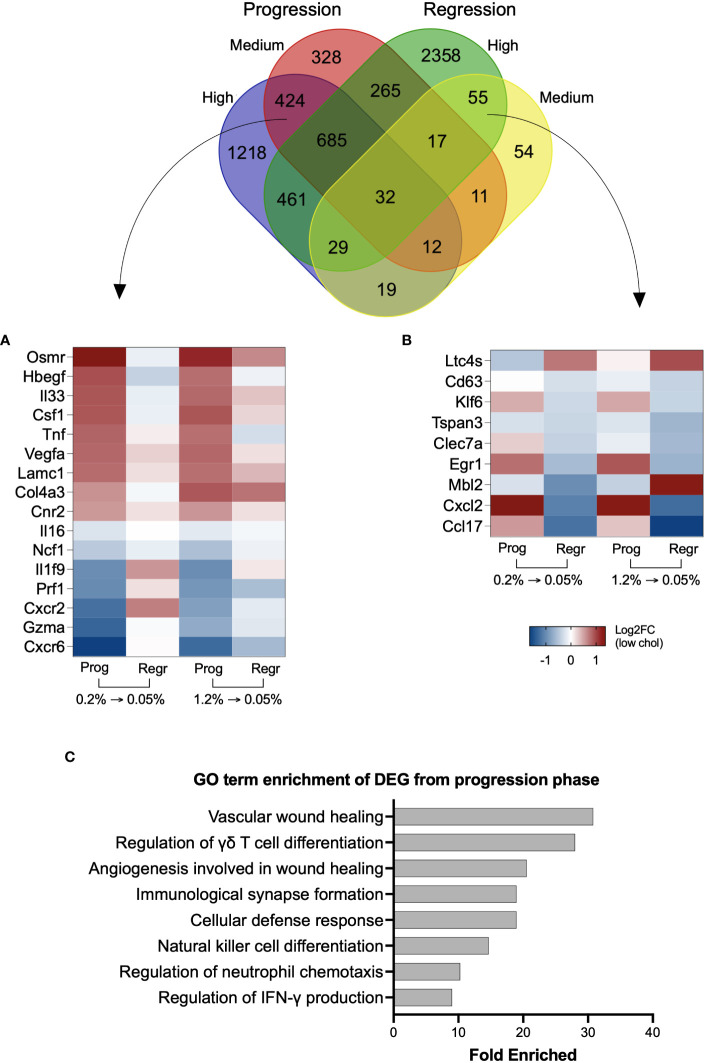
Genes uniquely modified by inclusion or reduction of dietary cholesterol can contribute to NASH. Venn diagram with the overlapping differentially expressed genes from the four groups. High and medium cholesterol groups commonly expressed 424 genes during the progression phase, while only 55 genes uniquely were commonly found during the regression phase. **(A)** Heatmap with 16 genes from the 424 genes upregulated by cholesterol introduction. The selected genes are previously correlated to NAFLD severity. Overall, these genes followed a similar expression pattern during the progression phase of medium and high cholesterol groups, with reversal of expression pattern on cholesterol reduction. **(B)** Heatmap showing 9 of the 55 genes commonly expressed in medium and high cholesterol groups after cholesterol reduction. The genes of interest are involved in NASH inflammation. **(C)** Gene Ontology (GO) terms enrichment using the differentially expressed genes (DEG) induced by cholesterol during the progression phase. Most of the biological functions were related to immune response. No significant results were found using the 55 genes commonly modified during the regression phase. Log2FC, log2-foldchange based on low cholesterol age-matched group. Prog, Progression phase; Regr, Regression phase.

### Dietary cholesterol induces macrophage genes related to extracellular matrix organization, inflammation and affects macrophage polarization

We identified the top 25 upregulated DE genes from the high and medium cholesterol groups during both the progression and regression phases, clustered the gene expression values of all six groups, and observed that the samples clustered into two main branches (**Figure 5A** and **Supplementary Table 2**). 

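The genes of the paper's Supplementary Table 2 were matched by symbol, which found 88 genes. The paper picked them as the most upregulated in these same data, so a separation of the groups carries no independent weight. Their log2(TPM + 1) values were standardized for each gene over the 20 mice. The mice were clustered by Euclidean distance with average linkage, and the tree was divided at its top into 2 branches. The paper's text does not name the distance or linkage it used.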

The first branch grouped all samples from the low cholesterol groups and the samples of the medium cholesterol group during the regression phase. The other branch comprised samples from the medium cholesterol group during the progression phase and all the samples from the high cholesterol group. 

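One branch held 3 of 3 medium and 3 of 3 high cholesterol mice of the progression phase and 2 of 3 high cholesterol mice of the regression phase. The other branch held all 7 low cholesterol mice, all 4 medium cholesterol mice of the regression phase, and replicate 15 of the high cholesterol group of the regression phase. With complete linkage, and with correlation distance and average linkage, replicate 15 joined the other high cholesterol mice, while Ward linkage left it with the low cholesterol mice. These alternative linkages were chosen after the values had been seen.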

The samples of the high and medium cholesterol groups from the progression phase clustered together. 

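Among the upregulated genes, 16 were followed: Kdr, Il1r1, Flt4, Adamts1, Sele, Aqp1, Sema6a, Hspb1, Sema3f, Col4a1, Col4a2, Lama4, Pxdn, Adamts4, Adamts7 and Hmcn1. All 16 were DE and higher in both cholesterol groups of the progression phase, with log2-foldchanges between 1.84 and 2.80 in the medium and between 1.63 and 2.74 in the high cholesterol group. In the regression phase, 0 of the 16 were DE in the medium cholesterol group (log2-foldchanges between -0.74 and 0.60), and 11 were DE in the high cholesterol group (between 0.45 and 1.88). Adjusted over the 16 genes alone, 14 passed in the high cholesterol group. The paper named these genes for their rise in the same data, so these counts carry no independent weight. Kdr (ENSMUSG00000062960, chromosome 5, 75932827 to 75978458) encodes a VEGF receptor. It had 99.95 ± 14.5 TPM (SD, n = 3) in the medium, 80.5 ± 37.7 TPM (SD, n = 3) in the high and 20.3 ± 3.94 TPM (SD, n = 4) in the low cholesterol group of the progression phase, where replicate 10 had 26.2 TPM and the other mice between 17.9 and 18.7. Its log2-foldchange was 2.17 (SE 0.28, adjusted p = 0.00416) in the medium and 1.91 (SE 0.28, adjusted p = 0.00912) in the high cholesterol group, all mice above the low cholesterol mice. During the regression phase it was 0.05 (SE 0.51, adjusted p = 0.989) in the medium and 1.66 (SE 0.55, adjusted p = 0.0705) in the high cholesterol group, where 2 of 3 mice were above the low cholesterol mice. A score of 12 endothelial genes that the paper does not name differed in the same way. It was higher by 1.66 in the medium and 1.43 in the high cholesterol group of the progression phase on the log2 scale (exact permutation test, p = 0.0286, the smallest possible, adjusted p = 0.143 over 40 comparisons), with 3 of 3 mice in each group above the low cholesterol mice. In the regression phase it differed by 0.032 in the medium and 1.285 in the high cholesterol group. The latter had 2 of 3 mice above the low cholesterol mice (exact permutation test, p = 0.2, adjusted p = 0.286, where 0.1 is the smallest possible p). Of the 16 genes, 14 had a correlation above 0.7 with this score over the 20 mice after group means were removed, against 4.11% of all tested genes. With the score as a covariate, the log2-foldchange of Kdr in the high cholesterol group of the regression phase was -0.16.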

The top upregulated genes related to cell migration (*Kdr, Il1r1, Flt4, Adamts1, Sele, Aqp1, Sema6a, Hspb1, Sema3f*), angiogenesis (*Kdr, Flt4, Hspb1, Col4a1, Col4a2, Sema6a*) and extracellular matrix organization (*Lama4, Col4a1, Col4a2, Pxdn, Adamts1, Adamts4, Adamts7, Hmcn1*) (**Figure 5A**).

**Figure 5:**
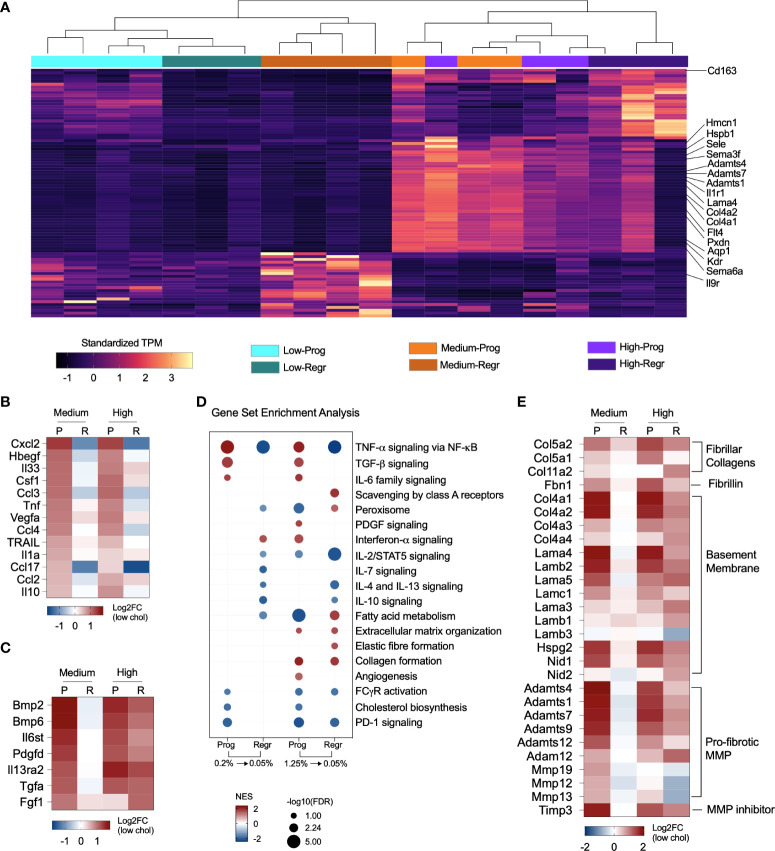
Cholesterol triggers expression of pro-fibrotic and pro-inflammatory genes. **(A)** Heatmap shows the standardized gene expression values of the 25 top upregulated genes found in each group. The highlighted genes commonly upregulated in the medium and high cholesterol groups during progression phase (Prog) and in the high cholesterol groups during regression phase (Regr) are mainly related to extracellular matrix organization, angiogenesis, and cell migration. **(B)** Expression of several cytokines relevant to NASH are affected by dietary cholesterol. In general, these cytokines were upregulated due to increased cholesterol dietary content and show an attenuated expression pattern after cholesterol reduction. **(C)** Cytokines upregulated during progression phase in both cholesterol groups and that maintained high expression in the high cholesterol groups after cholesterol reduction. Genes normalized in the medium cholesterol group during regression phase. **(D)** Gene Set Enrichment Analysis results, based on Hallmark and Reactome databases, highlighted the upregulation of TNF-α, TGF-β, and IL-6 signaling pathways during the progression phase of both cholesterol groups with subsequent downregulation/normalization after cholesterol reduction. The pathways for IL-10, IL-4/IL-13 signaling were downregulated by cholesterol reduction in both groups. Lipid metabolism, FC-γ receptor activation and PD-1 signaling are inhibited in both groups in the progression phase. The high cholesterol group showed continuous upregulation of collagen formation in both progression and regression phases. **(E)** Heatmap showing the fold changes in the expression of fibrillar collagens, fibrillin, type IV collagen and laminin, other basement membrane components, and pro-fibrotic proteases. Gene expression was upregulated in medium and high cholesterol groups during progression phase and stayed elevated in the high cholesterol after cholesterol reduction. P or Prog, Progression phase; R or Regr, Regression phase; Log2FC, log2-foldchange based on low cholesterol age-matched group.

Considering the participation of macrophages in tissue immune homeostasis, we specifically looked at genes for cytokines that shifted their expression pattern after cholesterol reduction. 

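Expression was compared for 13 cytokine genes, Ccl2, Ccl3, Ccl4, Ccl17, Csf1, Cxcl2, Hbegf, Il10, Il1a, Il33, Tnf, Tnfsf10 (Trail) and Vegfa. In the progression phase, 12 of them passed the filter on low counts, Ccl17 being the exception with 3 to 17 counts per library. All 12 were higher in both cholesterol groups, and 8 were DE in the medium and 10 in the high cholesterol group, with log2-foldchanges between 0.69 and 3.44 and between 0.37 and 3.27. Adjusted over the list alone, 12 passed in each group. For the regression phase, 2 of 13 were DE in the medium and 4 of 13 in the high cholesterol group, all of them lower than in the low cholesterol group, and 3 and 5 passed when adjusted over the list alone. Ccl2 rose by 0.78 (SE 0.26, adjusted p = 0.077) in the high cholesterol group of the progression phase, with 2 of 3 mice above the low cholesterol mice, and by 0.35 (SE 0.21, adjusted p = 0.267) in the regression phase, with 3 of 3. With the endothelial marker score as a covariate, the log2-foldchange of Ccl2 in the progression phase was -0.05. The score nearly separates the groups of that phase, so this fit cannot tell its effect from that of cholesterol.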

Dietary cholesterol upregulated the expression of *Ccl2, Ccl3, Ccl4, Ccl17, Csf1, Cxcl2*, *Hbegf, Il10, Il1a, Il33, Tnf, Trail*, and *Vegfa*, which normalized after cholesterol reduction (**Figure 5B**). Additionally, we searched for the cytokines that were not “turned off” by cholesterol reduction and found that *Bmp2, Bmp6, Fgf1, Il27, Il6st*, and *Tgfa* remained upregulated in the high cholesterol group but normalized their expression in the medium cholesterol group (**Figure 5C**).

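After cholesterol reduction, Bmp2 (ENSMUSG00000027358, chromosome 2, 133552159 to 133562885), Fgf1 and Tgfa were DE in the high cholesterol group. Bmp2 had 41.6 ± 31.2 TPM (SD, n = 3) in the high and 11.6 ± 4.82 TPM (SD, n = 3) in the low cholesterol group, with a log2-foldchange of 1.88 (SE 0.55, adjusted p = 0.0479) and 2 of 3 mice above the low cholesterol mice. In the medium cholesterol group it was -0.23 (SE 0.51, adjusted p = 0.925), after 2.14 (SE 0.27, adjusted p = 0.00393) in the progression phase. Fgf1 rose by 1.55 (SE 0.46, adjusted p = 0.0429) and Tgfa by 1.59 (SE 0.48, adjusted p = 0.0455) in the high cholesterol group, in 3 of 3 mice each. Bmp6 (log2-foldchange 1.57, SE 0.64, adjusted p = 0.124) and Il6st (1.01, SE 0.39, adjusted p = 0.112) were above the low cholesterol mice in 2 of 3 mice and did not pass the threshold. Il27 had a log2-foldchange of 0.29 (SE 0.21, adjusted p = 0.37), also with 2 of 3 mice above. When the endothelial marker score was a covariate, the log2-foldchange was 0.11 for Bmp2 (adjusted p = 0.838), 0.45 for Fgf1 (adjusted p = 0.695), 0.024 for Tgfa (adjusted p = 0.981), -0.69 for Bmp6 and -0.26 for Il6st. Without replicate 14 of the high cholesterol group, Bmp2 (adjusted p = 0.143), Fgf1 (0.162) and Tgfa (0.167) did not pass the threshold either.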

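Reactome gene sets were tested with preranked enrichment (fgsea) on the signed square root of edgeR's F statistic, for 10 sets in 4 comparisons, with Benjamini-Hochberg adjustment over these 40 tests. Permutations of genes treat genes as independent, which co-regulated genes are not. During the progression phase, genes of cholesterol biosynthesis were lower in the medium (normalized enrichment score -2.24, adjusted p = 7.24e-05, 22 genes) and high cholesterol group (-2.15, adjusted p = 0.000231). PD-1 signaling was lower in both as well (-2.24, adjusted p = 9.05e-05, and -2.15, adjusted p = 0.000427, 16 genes). FCGR activation did not pass the threshold of 0.1 in either group (scores 0.92, adjusted p = 0.702, and 0.90, adjusted p = 0.705, 13 genes), nor did interleukin-6 signaling (1.23, adjusted p = 0.356, and 0.79, adjusted p = 0.813, 10 genes). The Hallmark sets of TNF-α and TGF-β signaling were not analysed here.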

We examined the pathways modified by dietary cholesterol and detected the upregulation of TNF-α, TGF-β, and IL-6 signaling during the progression phase and the downregulation of cholesterol and fatty acid metabolisms, FC-γ receptor activation, and PD-1 signaling pathways. Cholesterol reduction normalized most of these pathways (**Figure 5D**). 

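In the regression phase, cholesterol biosynthesis remained lower in the medium (score -2.40, adjusted p = 4.61e-06) and high cholesterol group (-1.69, adjusted p = 0.013). PD-1 signaling was lower in the high cholesterol group (-1.89, adjusted p = 0.00379), and its score in the medium cholesterol group was 0.81 (adjusted p = 0.813). Scavenging by class A receptors was lower in the medium (-1.87, adjusted p = 0.00951) and higher in the high cholesterol group (2.01, adjusted p = 0.00139, 15 genes). Differences of these scores between the phases were not tested.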

Notably, the high cholesterol group showed a non-reversible upregulation of collagen formation and extracellular matrix organization processes. 

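Extracellular matrix organization was higher in the high cholesterol group of both phases, with a score of 1.82 (adjusted p = 0.000153, 160 genes, of which 30 were DE up and 16 down) in the progression and 1.41 (adjusted p = 0.0274, 156 genes, 40 up and 20 down) in the regression phase. For the medium cholesterol group, it was higher in the progression phase (1.81, adjusted p = 7.24e-05) and lower in the regression phase (-1.87, adjusted p = 9.05e-05). Collagen formation had scores of 1.63 (adjusted p = 0.0292) and 1.5 (adjusted p = 0.0525) in the high cholesterol group and of 1.40 (adjusted p = 0.119) and -1.04 (adjusted p = 0.498) in the medium cholesterol group. With camera in place of fgsea, the adjusted p of extracellular matrix organization in the high cholesterol group of the regression phase was 0.142. Among the 10 splits of the 6 mice of that comparison, 6 gave a p for extracellular matrix organization as small, and 5 gave one for collagen formation as small.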

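The expression of 18 genes of fibrillar collagens, fibrillin and basement membrane components was compared, of which 17 passed the filter in the progression phase. In each cholesterol group, 16 of the 17 were higher and 11 were DE, all of them up. Adjusted over the list alone, 13 passed in the medium and 11 in the high cholesterol group. Col4a1 (ENSMUSG00000031502, chromosome 8, 11198423 to 11312826) had 53.3 ± 6.31 TPM (SD, n = 3) in the medium, 50.5 ± 17.4 TPM (SD, n = 3) in the high and 10.8 ± 2.39 TPM (SD, n = 4) in the low cholesterol group, log2-foldchanges of 2.16 (SE 0.28, adjusted p = 0.00405) and 2.03 (SE 0.28, adjusted p = 0.00898). Hspg2 (ENSMUSG00000028763, chromosome 4, 137468769 to 137570630), which encodes perlecan, rose by 2.30 (SE 0.32, adjusted p = 0.00442) and 2.29 (SE 0.32, adjusted p = 0.00898). Fbn1 rose by 1.22 (SE 0.31, adjusted p = 0.0439) and 1.78 (SE 0.30, adjusted p = 0.0103). For these 3 genes, all mice of both cholesterol groups were above the low cholesterol mice. Over the 20 mice, with group means removed, the mean of 11 matrix genes rose with the endothelial marker score (Pearson r = 0.94, permutation p = 0.00014; Spearman rho = 0.866, permutation p = 2e-04). The adjusted p of r over the 9 marker scores examined was 0.00126, and r was 0.944 without the 2 mice farthest from the median score. Within the phases, r was 0.876 in the progression and 0.973 in the regression phase.

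**Figure D1:**
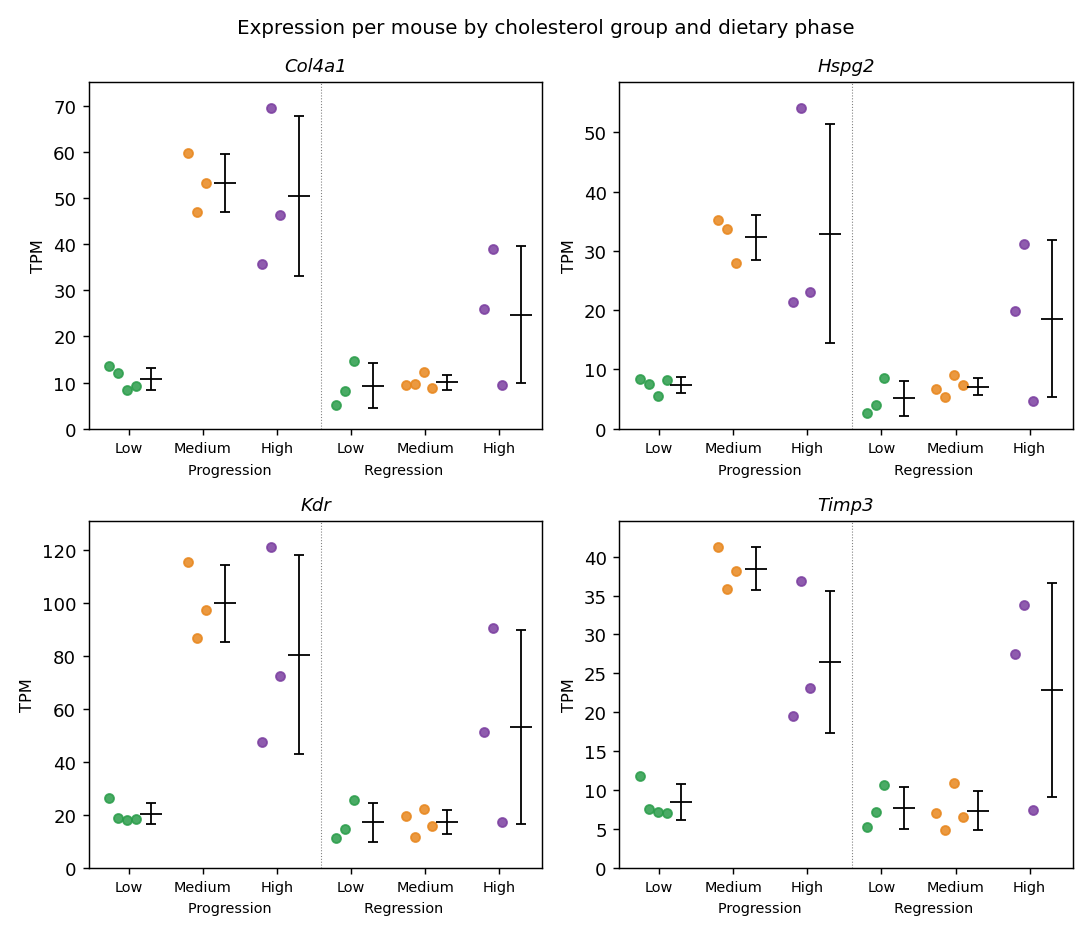
TPM of Col4a1, Hspg2, Kdr and Timp3 in each mouse of the 6 groups, with the mean and SD of each group. In the progression phase all medium and high cholesterol mice lie above the low cholesterol mice, and 1 of the 3 high cholesterol mice of the regression phase lies among the low cholesterol mice.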

Cholesterol intake enhanced the expression of several genes encoding fibrillar collagen, fibrillin, and basement membrane components during the progression phase of medium and high cholesterol groups (**Figure 5E**). 

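After cholesterol reduction, 14 of these 18 matrix genes passed the filter. In the medium cholesterol group, 0 of the 14 were DE, and their log2-foldchanges lay between -0.48 and 0.70. Within the high cholesterol group, 8 were DE up and 1, Lamb3, down, and 13 of 14 were higher. With adjustment over the list alone, 1 of the 14 passed in the medium and 13 in the high cholesterol group. Col4a1 had 24.7 ± 14.8 TPM (SD, n = 3) in the high and 9.34 ± 4.86 TPM (SD, n = 3) in the low cholesterol group, a log2-foldchange of 1.56 (SE 0.51, adjusted p = 0.0673) with 2 of 3 mice above the low cholesterol mice. For Hspg2 it was 1.43 (SE 0.55, adjusted p = 0.106) and for Fbn1 0.71 (SE 0.42, adjusted p = 0.264), also in 2 of 3 mice. With the endothelial marker score as a covariate, these log2-foldchanges were -0.11 for Col4a1, -0.36 for Hspg2 and -0.49 for Fbn1.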

While most of these genes normalized their expression after cholesterol reduction in the medium cholesterol group, several genes were still highly expressed in the high cholesterol group. Matrix and disintegrin metalloproteinases genes (MMPs and ADAMs, respectively) followed a similar expression pattern, except for *Mmp12, Mmp13*, and *Mmp19*, which were downregulated during the regression phase in both groups. 

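Of 10 metalloproteinase genes, 7 were DE up and 1, Mmp9, was DE down in the medium cholesterol group of the progression phase, and 5 were up and 1 down in the high cholesterol group. During the regression phase, 0 of the 9 genes tested were DE in the medium cholesterol group (log2-foldchanges between -0.75 and 0.04), while 2 were DE up and 3 down in the high cholesterol group. Mmp12 (ENSMUSG00000049723, chromosome 9, 7344381 to 7369499) had 336.4 ± 73.3 TPM (SD, n = 3) in the high, 488.9 ± 73.8 TPM (SD, n = 4) in the medium and 644.8 ± 146.8 TPM (SD, n = 3) in the low cholesterol group. Its log2-foldchange was -0.88 (SE 0.21, adjusted p = 0.0234) in the high cholesterol group, with 3 of 3 mice below the low cholesterol mice, and -0.36 (SE 0.20, adjusted p = 0.6) in the medium cholesterol group, with 1 of 4. Mmp13 changed by -1.22 (SE 0.46, adjusted p = 0.0999, 2 of 3 mice) and -0.23 (SE 0.41, adjusted p = 0.909, 0 of 4 mice). Mmp19 did not pass the threshold in the high (-0.35, SE 0.17, adjusted p = 0.177, 2 of 3 mice) or medium cholesterol group (-0.20, SE 0.16, adjusted p = 0.747, 3 of 4 mice).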

*Timp3* was the only metalloproteinase inhibitor significantly expressed, displaying high levels in the medium and high cholesterol groups during the progression stage and the high cholesterol group in the regression phase.

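Timp3 (ENSMUSG00000020044, chromosome 10, 86300372 to 86349506) had 38.4 ± 2.76 TPM (SD, n = 3) in the medium, 26.5 ± 9.15 TPM (SD, n = 3) in the high and 8.41 ± 2.30 TPM (SD, n = 4) in the low cholesterol group of the progression phase, where replicate 10 had 11.9 TPM. The log2-foldchanges were 2.05 (SE 0.23, adjusted p = 0.00393) and 1.56 (SE 0.23, adjusted p = 0.00912), in all mice. For the regression phase they were -0.03 (SE 0.48, adjusted p = 0.994) in the medium and 1.61 (SE 0.51, adjusted p = 0.0624) in the high cholesterol group, the latter in 2 of 3 mice. When the endothelial marker score was a covariate, the latter was -0.03. Timp1 and Timp2 passed the filter in the progression phase and were not DE, and Timp4 was not tested in either phase.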

Noticing the upregulation of pro-inflammatory pathways, we decided to evaluate the expression of macrophage polarization markers in both dietary intervention phases (**Figure 6A**). 

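The 13 M1-like markers of Figure 6A were tested with Fisher's exact test, two-sided, against all tested genes, comparing the shares of DE genes. The marker lists of that figure are the paper's own choice, shown there for these same data. A low p therefore carries little independent weight, and the test treats the genes of a list as independent. During the progression phase, 9 of 13 were DE in the medium (p = 4.38e-07 from Fisher's exact test, against 9.9% of all genes) and 12 of 13 in the high cholesterol group (p = 4.95e-08, exact, against 20.3%), all of them up. The log2-foldchanges of the 13 genes were positive in both groups, with medians of 1.22 and 1.28. Of the 13 M2-like markers, 12 passed the filter, and Ccl17 did not. Of these, 5 were DE in the medium (p = 0.00411 from Fisher's exact test) and 4 in the high cholesterol group (p = 0.278, exact), all of them up. When only genes DE up were counted, Fisher's exact test gave p = 0.000842 and p = 0.0329 for the M2-like markers, without adjustment. Over the 12 tests of 3 marker lists, the adjusted p-values were 2.63e-06 and 5.94e-07 for the M1-like and 0.00986 and 0.371 for the M2-like markers. With the endothelial marker score as a covariate, the alternative that moved the M1-like result most, no marker was DE in either group, as for all genes, and Fisher's exact test gave p = 1. That fit cannot separate cholesterol from the score in the progression phase. The p-values of the M1-like markers also rose when some mice were left out of the fit.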

We found that hepatic macrophages from both cholesterol groups expressed mixed M1 and M2 polarization markers during the progression phase. 

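After cholesterol reduction, 3 of the 13 M1-like markers were DE in the medium cholesterol group (p = 1.02e-06 from Fisher's exact test, against 0.2% of all genes) and 7 in the high cholesterol group (p = 0.052, exact, against 26.7%), all of them down. Of the 13 M2-like markers, 0 were DE in the medium cholesterol group, where 1424 of all tested genes had an unadjusted p under 0.05. In the high cholesterol group, 8 were DE, 5 up and 3 down (p = 0.00865 from Fisher's exact test). The M2-like and the restorative markers of Figure 6A share genes, Cd163 and Marco among them, so the results of these lists are not separate. The median log2-foldchange of the M1-like markers was -0.06 in the medium and -0.51 in the high cholesterol group, and that of the M2-like markers was -0.15 and 0.07.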

After cholesterol reduction, these markers lowered their expression. Surprisingly, macrophages from the high cholesterol group displayed a more significant enrichment of genes that characterize restorative macrophages after cholesterol reduction (**Figure 6B**). These findings suggest that high cholesterol intake may promote more substantial hepatic damage with a further expansion of the restorative macrophage population after cholesterol reduction.

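Of the 10 restorative markers of Figure 6A, 8 were DE in the high cholesterol group of the regression phase, 7 up and 1, Ly6c2, down (p = 0.000673 from Fisher's exact test, two-sided, adjusted p = 0.00202 over the 12 tests). For the medium cholesterol group of the regression phase 0 of 10 were DE (p = 1, exact). In the progression phase, 1 of 10 was DE in the medium (p = 1, exact) and 0 of 10 in the high cholesterol group (p = 0.229, exact). Marco (ENSMUSG00000026390, chromosome 1, 120474538 to 120505024) had 630.7 ± 370.9 TPM (SD, n = 3) in the high and 85.3 ± 52.4 TPM (SD, n = 3) in the low cholesterol group of the regression phase, a log2-foldchange of 2.91 (SE 0.72, adjusted p = 0.0285). During the progression phase, 1 low cholesterol mouse had 1328 TPM of Marco and the other 3 had between 97.4 and 151.7. Timd4 (ENSMUSG00000055546, chromosome 11, 46810800 to 46844332) had 181.7 ± 47.4 TPM (SD, n = 3) against 77.9 ± 8.21 TPM (SD, n = 3), a log2-foldchange of 1.26 (SE 0.29, adjusted p = 0.0217). All 3 high cholesterol mice were above the 3 low cholesterol mice for both genes. Over the 20 mice with group means removed, the mean of Cd163, Marco and Timd4 had a Pearson correlation of 0.444 with the endothelial marker score (permutation p = 0.0545) and Spearman's rho was 0.552 (permutation p = 0.0316), and r was 0.364 without the 2 mice farthest from the median score. With the score as a covariate, Fisher's exact test of the restorative markers gave p = 0.131.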

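From the stronger enrichment of restorative markers in the high cholesterol group after cholesterol reduction, the paper proposes that high cholesterol intake may lead to more hepatic damage, with the restorative macrophages expanding further. A score of 6 resident macrophage genes was higher by 0.40 in the high than in the low cholesterol group of the regression phase, in 3 of 3 mice (exact permutation test, p = 0.1, the smallest possible, adjusted p = 0.217 over 40 comparisons). A score of 8 recruited macrophage genes differed by -0.20, with 2 of 3 mice below the low cholesterol mice (exact permutation test, p = 0.2, adjusted p = 0.286).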

**Figure 6:**
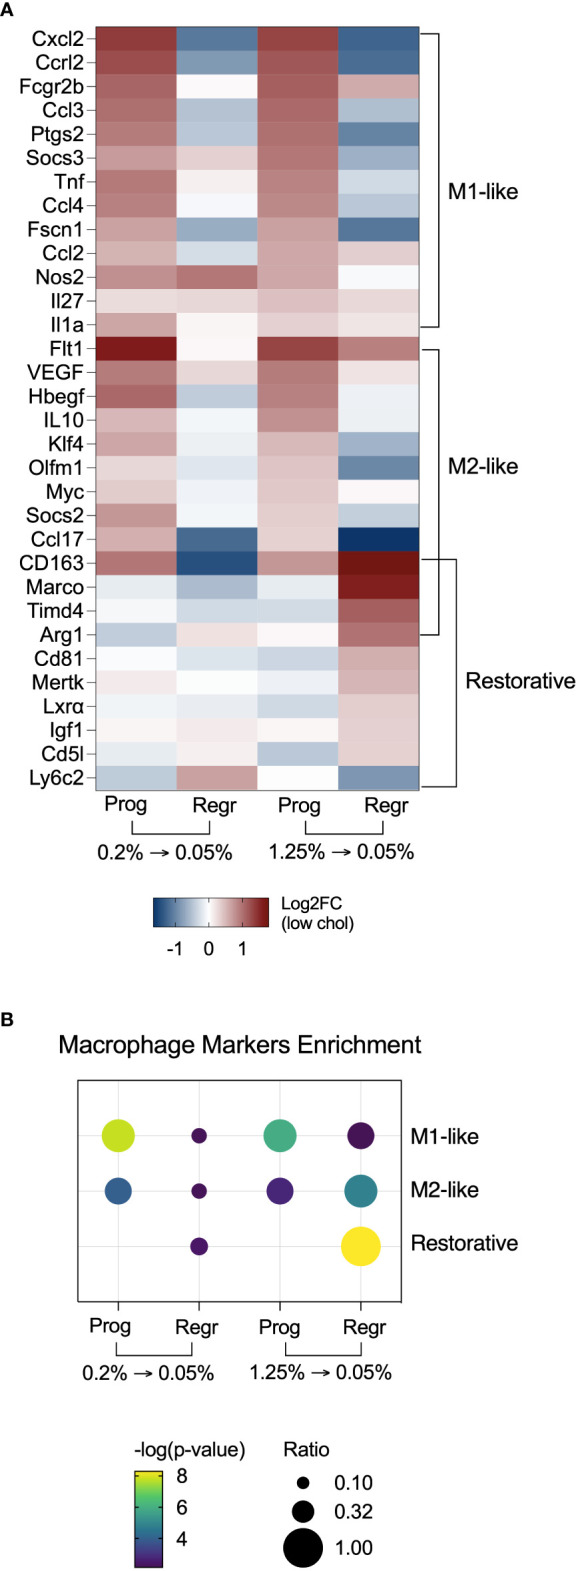
Hepatic macrophages from mice fed with high cholesterol FPC diet shift polarization towards a restorative phenotype after cholesterol reduction. **(A)** Heatmap with macrophage polarization markers shows enrichment of M1 and M2-like polarization markers during the progression of the FPC diet, and enrichment of restorative macrophages markers during the regression phase in the high cholesterol group. **(B)** Fisher’s exact test confirmed the enrichment of polarization markers in hepatic macrophages during the different phases of the dietary intervention. Prog, Progression phase; Regr, Regression phase; Log2FC, log2-foldchange based on low cholesterol age-matched group.

Additionally, we analyzed the FACS sorting data for the presence of Kupffer cells (KCs: F4/80^hi^ CD11b^low^) and infiltrating macrophages (IMs: F4/80^low^ CD11b^hi^) to verify if the results we observed would relate to the infiltrating macrophage influx rates. We did not find any significant change in the IMs/KCs ratios among the different groups during the dietary intervention (**Supplementary Figure 3**), which suggests that the phenotypic changes detected in our dataset are not linked to the reduction of recruited macrophages.

### High cholesterol intake triggers NASH-associated pathways in hepatic macrophages

We evaluated the most significant hepatotoxic pathways triggered in hepatic macrophages and identified upregulation of steatohepatitis, liver inflammation, and carcinoma in the high cholesterol group during the progression phase. 

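Of 13 steatohepatitis genes, 4 were DE in the high cholesterol group of the progression phase, 2 up and 2 down, and 11 in the regression phase, 6 up and 5 down. Adjusted over the list alone, 4 and 12 passed. In the medium cholesterol group, 1 was DE in the progression and 1 in the regression phase.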

Cholesterol reduction inhibited those processes (**Figure 7A**). **Figure 7B** shows the genes related to steatohepatitis significantly modified in macrophages of the high cholesterol group. 

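For the high cholesterol group of the regression phase, Nr1h3 rose by 0.34 (SE 0.13, adjusted p = 0.0866), and Gnmt (ENSMUSG00000002769, chromosome 17, 46725664 to 46729168) by 1.44 (SE 0.38, adjusted p = 0.0288), on 19 to 69 counts per library. Mat1a rose by 1.497 (SE 0.23, adjusted p = 0.00353). All 3 high cholesterol mice were above the 3 low cholesterol mice for each of these 3 genes. In the progression phase none of the 3 passed the threshold in the high cholesterol group, where the log2-foldchanges were -0.30 for Nr1h3 (adjusted p = 0.217, 3 of 3 mice below the low cholesterol mice), -1.02 for Gnmt (adjusted p = 0.241, 2 of 3) and -1.24 for Mat1a (adjusted p = 0.177, 2 of 3). The interaction with phase was 0.65 (adjusted p = 0.0617) for Nr1h3, 2.46 (adjusted p = 0.0449) for Gnmt and 2.74 (adjusted p = 0.026) for Mat1a. A score of 8 hepatocyte genes was also higher in the high cholesterol group of the regression phase, by 1.39 (exact permutation test, p = 0.1, the smallest possible, 3 of 3 mice). Over the 20 mice with group means removed, the mean of Gnmt and Mat1a rose with this score (Pearson r = 0.681, permutation p = 0.00898, adjusted p = 0.0135 over 3 relations; Spearman rho = 0.577, permutation p = 0.0312), and r was 0.698 without the 2 mice farthest from the median score.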

We observed a shift in the expression pattern of anti-NASH genes, with upregulation of *Acox1, Nr1h3* (Lxr-a)*, Gnmt*, and *Mat1* expressions after cholesterol reduction. Genes controlling liver inflammation were also affected by cholesterol intake and following reduction (**Figure 7C**). The pro-inflammatory genes *Jun, Ccl3L3, Tnf*, and *Ccl2*, initially upregulated during the progression phase, were inhibited in the regression phase. 

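Jun rose by 1.85 (SE 0.37, adjusted p = 0.0172) in the high cholesterol group of the progression phase and fell by 0.96 (SE 0.15, adjusted p = 0.00382) in the regression phase, each in 3 of 3 mice without overlap. For Tnf, the log2-foldchange in the regression phase was -0.35 (SE 0.15, adjusted p = 0.116), with 3 of 3 mice below the low cholesterol mice. Of 11 genes of liver inflammation, 10 were DE in the high cholesterol group of the progression phase, 5 up and 5 down, and 2 in the regression phase, both down. Adjusted over the list alone, 11 and 4 passed. The paper's symbol Ccl3L3 was read as mouse Ccl3.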

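Among anti-inflammatory genes, Atg5 (ENSMUSG00000038160, chromosome 10, 44268358 to 44364291), Il6ra and Ptpn11 were DE and lower in the high cholesterol group of the progression phase, below the low cholesterol mice in CPM in 3 of 3 mice each. The log2-foldchanges were -0.33 (SE 0.10, adjusted p = 0.0495) for Atg5, for which replicate 9 of the low cholesterol group had 23.6 TPM, -0.29 (SE 0.08, adjusted p = 0.0501) for Il6ra and -0.33 (SE 0.08, adjusted p = 0.0256) for Ptpn11. Pafah1b1 changed by -0.24 (SE 0.09, adjusted p = 0.124), with 2 of 3 mice below. In TPM, Atg5 had 27.6 ± 1.16 (SD, n = 3) in the high and 32.6 ± 5.99 (SD, n = 4) in the low cholesterol group. During the regression phase none of these 4 genes was DE in the high cholesterol group, with log2-foldchanges between -0.21 (Ptpn11) and 0.03 (Il6ra). Ptpn11 was DE and lower there with library size only (adjusted p = 0.0913), with only the compared groups (0.0773) and with all 6 groups in 1 fit (0.0808). The interaction with phase was 0.30 (adjusted p = 0.0971) for Atg5, 0.32 (adjusted p = 0.239) for Il6ra, 0.13 (adjusted p = 0.559) for Ptpn11 and 0.19 (adjusted p = 0.366) for Pafah1b1.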

The most notable change is related to the anti-inflammatory genes *Pten, Atg5, Il6r, Pafah1b1*, and *Ptpn11*, which presented a low gene expression due to cholesterol intake, with further normalization after cholesterol reduction.

**Figure 7:**
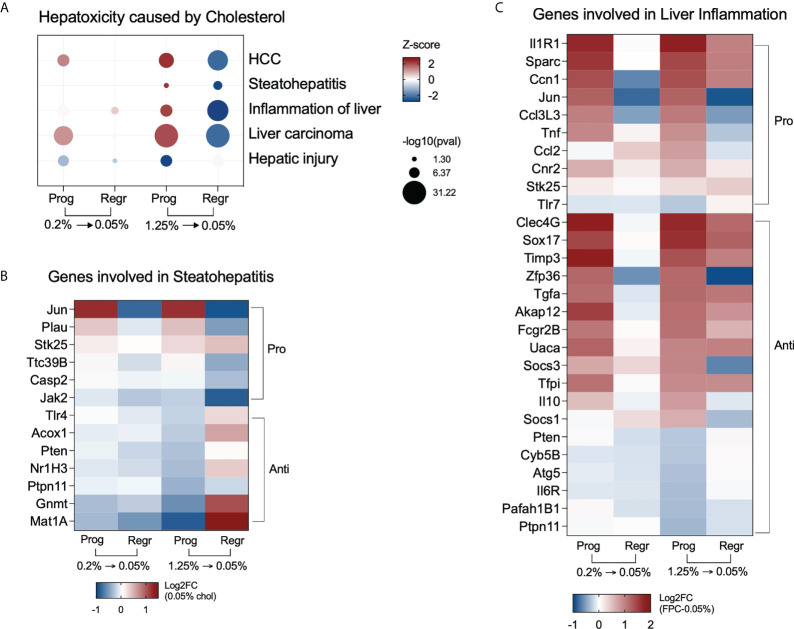
High cholesterol intake induces NASH-associated pathways in hepatic macrophages. **(A)** Hepatic macrophages from mice fed with high cholesterol displayed upregulation of steatohepatitis and liver inflammation processes during the progression phase and show inhibition of the same processes after cholesterol reduction. **(B)** Heatmap of the most variable genes involved in steatohepatitis in the high cholesterol group. During the progression phase, there is a strong downregulation of genes that can prevent NASH, such as Methionine adenosyltransferase (*Mat1*) and glycine N-methyltransferase (*Gnmt*), which were upregulated after cholesterol reduction. **(C)** Heatmap displaying the most variable genes related to liver inflammation in the high cholesterol group. Several pro-inflammatory genes triggered by high and medium cholesterol intake were normalized after cholesterol reduction, particularly *Jun, Ccl3l3*, *Tnf, Ccl2, and Cnr2*. The downregulation of the anti-inflammatory genes *Pten, Ptpn11, Cyb5b, Atg5, Il6r*, and *Pafah1b1* only in the high cholesterol group suggests their importance for NASH pathogenesis. Prog, Progression phase; Regr, Regression phase; Log2FC, log2-foldchange based on low cholesterol age-matched group.

## Discussion

Increasing evidence support the substantial contribution of innate and adaptive immunity in NASH progression. Among the innate immune cells, the hepatic macrophages play a pivotal role: they can cross-communicate with neutrophils, natural killer cells, innate lymphoid cells, and lymphocytes, coordinating cell recruitment, activation, and subsequent fate of hepatic inflammation (29–32).

By analyzing the impact of the dietary cholesterol reduction on NASH progression and on hepatic macrophage transcriptome, this work expands the understanding of the modulatory effects of cholesterol on the innate immune system, identifying potential new therapeutic targets for NASH intervention. High cholesterol intake combined with a high-fat diet contributes to hepatic lipid accumulation, liver oxidative stress, and consequent steatohepatitis development (6, 33). In our study, all animals on the FPC diet displayed high steatosis scores, regardless of cholesterol intake, indicating that cholesterol *per se* did not directly influence hepatic lipid accumulation. Instead, the cholesterol effect was related to tissue inflammation and scarring. Mice on high cholesterol diet displayed more lobular inflammation and fibrosis than mice fed with low cholesterol, corroborating our previous study (34). In the cholesterol reduction phase, we observed a slight decrease in lobular inflammation in the high cholesterol group, but fibrosis scores remained unchanged. The fact that we do not observe a reversion of fibrosis after reducing cholesterol may be due to the long-term high-fat and high-fructose diet that also culminates in fibrosis, even without cholesterol. The high cholesterol levels likely accelerate fibrosis progression. Alternatively, fibrosis may be irreversible at this stage.

Hepatic accumulation of free cholesterol during steatosis disturbs Kupffer cells and triggers a sterile inflammatory response (11, 35). Our findings demonstrate that prolonged medium or high cholesterol intake modifies total hepatic macrophage global gene expression. When we reduced cholesterol content in the FPC diet, the gene expression of macrophages from the medium and low cholesterol groups became very similar. However, cholesterol reduction did not normalize the gene expression in macrophages from mice fed high cholesterol diet, suggesting that the liver injury mediated by high cholesterol intake persists for longer. We also found that genes commonly affected by cholesterol intake and withdrawal, regardless of the initial cholesterol input, positively enriched biological processes linked to fibrosis during the progression stage and enhanced processes related to tissue repair during the regression phase. Of note, cholesterol upregulated the expression of some immunological genes in hepatic macrophages, which decreased after cholesterol reduction. Genes of interest include *Ccrl2*, an atypical chemokine receptor rapidly upregulated during inflammation (36); *Osm*, a cytokine that contributes to hepatic insulin resistance, fibrosis, development of NASH, and hepatocellular carcinoma (37–39); and *Ccl3*, a chemokine that favors the progression of steatohepatitis *via* macrophage recruitment (40).

Several pro-inflammatory and pro-fibrotic genes were exclusively induced in macrophages by medium and high cholesterol intake: *Osmr*, the receptor for Oncostatin M, is involved in macrophage recruitment and infiltration (41); *Il33*, a pro-inflammatory and pro-fibrotic cytokine that can activate hepatic stellate cells and macrophages (42, 43); *Tnf*, known to contribute to liver inflammation and strongly correlated to NASH severity (44); *Cnr2*, which participates in obesity-induced hepatic inflammation, macrophage infiltration, and TNF and CCL2 expression (45); and *Csf1*, highly expressed in NASH (46). Cholesterol reduction significantly inhibited the genes *Cxcl2* and *Ccl17*, known for neutrophil, macrophage, and Treg cell recruitment (47, 48). These findings support the significant impact of dietary cholesterol on macrophage-mediated hepatic inflammation in NASH.

We identified the most dramatic pathway changes in hepatic macrophage from mice fed with high cholesterol, with the upregulation of TNF-α, TGF-β, IFN-α, IL-6, and PDGF signaling pathways, all previously correlated to NASH progression. TNF-α signaling cross-regulates type I IFN signaling by eliciting interferon-stimulated gene expression and increasing inflammation, and IFN-α signaling would, in turn, favor steatosis (49, 50). IL-6 signaling also can contribute to NASH progression by increasing reactive oxygen species production and hepatocyte apoptosis (51). TGF-β and PDGF signaling pathways are well known to drive fibrosis progression, mainly by inducing hepatic stellate cell activation (52). In addition, these cells also upregulated steatohepatitis, inflammation, and cancer pathways during the progression phase, with their further silencing after cholesterol reduction.

Studies have shown that hypercholesterolemia impairs macrophage cholesterol efflux, driving their polarization into a pro-inflammatory phenotype (53). Our dataset showed a shift in macrophage polarization markers from the progression to the regression phase. Both medium and high cholesterol groups displayed M1 and M2-like markers enrichment during the progression phase. Intriguingly, macrophages from the high cholesterol group strongly expressed restorative macrophage markers after cholesterol reduction. Pro-restorative macrophages promote inflammation resolution and tissue repair, showing a distinct phenotype from the M1/M2 cells. Low expression of *Ly6C* and high expression of *Igf1, Cd81, Cd5l, Mertk*, and *Lxr* (54–56) characterize the pro-restorative phenotype. We also observed that the cholesterol intake or withdrawal does not influence the influx rates of infiltrating macrophages (IMs), suggesting that the polarization changes detected do not depend on the tissue ratios of KCs and IMs. Moreover, the increase of resident macrophages markers during the regression phase, such as *Cd163, Marco*, and *Timd4*, indicates that the restorative macrophage population expansion contributes to the repopulation of the resident macrophage pool during the late resolution stage of liver repair, as already implied by other authors (54). Upregulation of *Lxr* and *Mertk* gene expression also supports inflammation suppression since the *Lxr-Mertk* axis in macrophages promotes cholesterol efflux and efferocytosis (53). Our findings suggest that reducing high cholesterol intake is enough to establish a restorative macrophage subset in the liver, even on the background of high-fat and high-fructose diets.

Other remarkable events triggered by cholesterol intake in the hepatic macrophages were collagen formation and extracellular matrix organization, with the upregulation of genes codifying several types of collagens, including those part of the basement membrane, fibrillar collagen, and pro-fibrotic proteases. The increase of type IV collagen and laminin deposition on the perisinusoidal areas is a hallmark of fibrotic livers from alcoholic fatty liver, hepatitis, and cirrhosis patients (57). Since hepatic sinusoids typically lack a basement membrane, the increase of type IV collagen and laminin in the sinusoids would favor the formation of a new basement membrane. Basement membrane formation in the sinusoids is associated with liver sinusoidal endothelial cells (LSEC) defenestration, which precedes the activation of hepatic stellate cells and fibrosis (58). These events, however, were not normalized in macrophages from the high cholesterol groups during the regression phase. Therefore, the presence of macrophages expressing high levels of type IV collagen and laminin could continuously drive hepatic sinusoid capillarization and favor fibrosis progression even after the reduction of cholesterol.

Additional pro-fibrogenic factors continuously expressed by macrophages from the high cholesterol group were the *Il6st* (gp130), which regulates collagen and laminin expression; *Fgf1*, *Tgfa*, and *Pdgfd*, which activates hepatic stellate cells; and *Il13ra2*, which participates of TGF-β transcription (59–64). In addition, the expression of genes that favor steatosis, such as *Bmp2* and *Bmp6*, remained high after cholesterol reduction in this group (65, 66). Furthermore, hepatic macrophages from mice fed with high cholesterol diet did not restore the expression of the anti-fibrotic proteases *Mmp9*, *Mmp12*, and *Mmp13*, suggesting an aberrant tissue repair mechanism favoring fibrosis progression.

A limitation of our study is the use of RNAseq as the only method to evaluate the hepatic macrophages. We were able to use only this technique due to the small number of macrophages recovered from each mouse and the need to include the significant variations carried by the biological replicates. RNAseq is a valuable tool for quantifying the gene expression of the whole transcriptome. However, further studies should be performed to evaluate the functional capacity of hepatic macrophages in the different stages of NASH induced by cholesterol and validate all pathways described in our results.

In conclusion, our data shed light on the immunological mechanisms behind the contribution of dietary cholesterol to NASH progression. Here we demonstrated that cholesterol intake levels directly contribute to hepatic injury and that prolonged high cholesterol intake damages are long-lasting and persistent, further promoting the expansion of a dysfunctional pro-fibrotic hepatic restorative macrophage phenotype which continues even after cholesterol reduction.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE205776.

## Ethics statement

The animal study was reviewed and approved by University of Southern California Institutional Animal Care and Use Committee.

## Author contributions

AM-M and LG-M contributed to the conception and design of the study, analyzed the data, and wrote the manuscript. AM-M and AH executed the experiments. MS performed the bioinformatic analysis. GK performed the pathological evaluations. All authors contributed to manuscript revision, read, and approved the submitted version.

## Funding

This work was primarily supported by the National Institutes of Health grant numbers DK117004 & DK106491 (LG-M) and the USC Research Center for Liver Disease (P30DK048522).

## Acknowledgments

This manuscript is dedicated to the memory of Hugo R. Rosen, MD, who inspired a love for immunology and virology, and who inspired teamwork and respect for all. Dr. Rosen initiated and contributed significantly to this study. We would also like to thank Dr. Omar Lakhdari for performing the initial experiments.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## References

[1] Neuschwander-TetriBA. Hepatic lipotoxicity and the pathogenesis of nonalcoholic steatohepatitis: The central role of nontriglyceride fatty acid metabolites. Hepatology (2010) 52(2):774–88. doi: 10.1002/hep.23719 20683968

[2] WreeABroderickLCanbayAHoffmanHMFeldsteinAE. From NAFLD to NASH to cirrhosis-new insights into disease mechanisms. Nat Rev Gastroenterol Hepatol (2013) 10(11):627–36. doi: 10.1038/nrgastro.2013.149 23958599

[3] YounossiZMKoenigABAbdelatifDFazelYHenryLWymerM. Global epidemiology of nonalcoholic fatty liver disease-meta-analytic assessment of prevalence, incidence, and outcomes. Hepatology (2016) 64(1):73–84. doi: 10.1002/hep.28431 26707365

[4] PuriPBaillieRAWiestMMMirshahiFChoudhuryJCheungO. A lipidomic analysis of nonalcoholic fatty liver disease. Hepatology (2007) 46(4):1081–90. doi: 10.1002/hep.21763 17654743

[5] WoutersKvan GorpPJBieghsVGijbelsMJDuimelHLütjohannD. Dietary cholesterol, rather than liver steatosis, leads to hepatic inflammation in hyperlipidemic mouse models of nonalcoholic steatohepatitis. Hepatology. (2008) 48(2):474–86. doi: 10.1002/hep.22363 18666236

[6] BellantiFVillaniRFacciorussoAVendemialeGServiddioG. Lipid oxidation products in the pathogenesis of non-alcoholic steatohepatitis. Free Radic Biol Med (2017) 111:173–85. doi: 10.1016/j.freeradbiomed.2017.01.023 28109892

[7] PüschelGPHenkelJ. Dietary cholesterol does not break your heart but kills your liver. Porto BioMed J (2018) 3(1):e12. doi: 10.1016/j.pbj.0000000000000012 31595236PMC6726297

[8] MaríMCaballeroFColellAMoralesACaballeriaJFernandezA. Mitochondrial free cholesterol loading sensitizes to TNF- and fas-mediated steatohepatitis. Cell Metab (2006) 4(3):185–98. doi: 10.1016/j.cmet.2006.07.006 16950136

[9] IoannouGNHaighWGThorningDSavardC. Hepatic cholesterol crystals and crown-like structures distinguish NASH from simple steatosis. J Lipid Res (2013) 54(5):1326–34. doi: 10.1194/jlr.M034876 PMC362232723417738

[10] TomitaKTerataniTSuzukiTShimizuMSatoHNarimatsuK. Free cholesterol accumulation in hepatic stellate cells: Mechanism of liver fibrosis aggravation in nonalcoholic steatohepatitis in mice. Hepatology. (2014) 59(1):154–69. doi: 10.1002/hep.26604 23832448

[11] IoannouGNSubramanianSChaitAHaighWGYehMMFarrellGC. Cholesterol crystallization within hepatocyte lipid droplets and its role in murine NASH. J Lipid Res (2017) 58(6):1067–79. doi: 10.1194/jlr.M072454 PMC545635928404639

[12] DevisscherLVerhelstXColleIVan VlierbergheHGeertsA. The role of macrophages in obesity-driven chronic liver disease. J Leukoc Biol (2016) 99(5):693–8. doi: 10.1189/jlb.5RU0116-016R 26936934

[13] ParkJWJeongGKimSJKimMKParkSM. Predictors reflecting the pathological severity of non-alcoholic fatty liver disease: Comprehensive study of clinical and immunohistochemical findings in younger Asian patients. J Gastroenterol Hepatol (2007) 22(4):491–7. doi: 10.1111/j.1440-1746.2006.04758.x 17376039

[14] HanJZhangXLauJKFuKLauHCXuW. Bone marrow-derived macrophage contributes to fibrosing steatohepatitis through activating hepatic stellate cells. J Pathol (2019) 248(4):488–500. doi: 10.1002/path.5275 30945293PMC6767065

[15] KazankovKJørgensenSMDThomsenKLMøllerHJVilstrupHGeorgeJ. The role of macrophages in nonalcoholic fatty liver disease and nonalcoholic steatohepatitis. Nat Rev Gastroenterol Hepatol (2019) 16(3):145–59. doi: 10.1038/s41575-018-0082-x 30482910

[16] HuangWMetlakuntaADedousisNZhangPSipulaIDubeJJ. Depletion of liver kupffer cells prevents the development of diet-induced hepatic steatosis and insulin resistance. Diabetes (2010) 59(2):347–57. doi: 10.2337/db09-0016 PMC280995119934001

[17] ImYRHunterHde Gracia HahnDDuretACheahQDongJ. A systematic review of animal models of NAFLD finds high-fat, high-fructose diets most closely resemble human NAFLD. Hepatology (2021) 74(4):1884–901. doi: 10.1002/hep.31897 33973269

[18] WangXZhengZCavigliaJMCoreyKEHerfelTMCaiB. Hepatocyte TAZ/WWTR1 promotes inflammation and fibrosis in nonalcoholic steatohepatitis. Cell Metab (2016) 24(6):848–62. doi: 10.1016/j.cmet.2016.09.016 PMC522618428068223

[19] AkinrinmadeOAChettySDaramolaAKIslamMUThepenTBarthS. CD64: An attractive immunotherapeutic target for M1-type macrophage mediated chronic inflammatory diseases. Biomedicines. (2017) 5(3):56. doi: 10.3390/biomedicines5030056 PMC561831428895912

[20] CaiBDongiovanniPCoreyKEWangXShmarakovIOZhengZ. Macrophage MerTK promotes liver fibrosis in nonalcoholic steatohepatitis. Cell Metab (2020) 31(2):406–21.e7. doi: 10.1016/j.cmet.2019.11.013 31839486PMC7004886

[21] WangCMaCGongLGuoYFuKZhangY. Macrophage polarization and its role in liver disease. Front Immunol (2021) 12:803037. doi: 10.3389/fimmu.2021.803037 34970275PMC8712501

[22] PatroRDuggalGLoveMIIrizarryRAKingsfordC. Salmon provides fast and bias-aware quantification of transcript expression. Nat Methods (2017) 14(4):417–9. doi: 10.1038/nmeth.4197 PMC560014828263959

[23] SonesonCLoveMIRobinsonMD. Differential analyses for RNA-seq: transcript-level estimates improve gene-level inferences. F1000Res. (2015) 4:1521. doi: 10.12688/f1000research.7563.1 26925227PMC4712774

[24] LoveMIHuberWAndersS. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol (2014) 15(12):550. doi: 10.1186/s13059-014-0550-8 25516281PMC4302049

[25] KrämerAGreenJPollardJTugendreichS. Causal analysis approaches in ingenuity pathway analysis. Bioinformatics. (2014) 30(4):523–30. doi: 10.1093/bioinformatics/btt703 PMC392852024336805

[26] SubramanianATamayoPMoothaVKMukherjeeSEbertBLGilletteMA. Gene set enrichment analysis: A knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci U S A. (2005) 102(43):15545–50. doi: 10.1073/pnas.0506580102 PMC123989616199517

[27] MiHMuruganujanAEbertDHuangXThomasPD. PANTHER version 14: more genomes, a new PANTHER GO-slim and improvements in enrichment analysis tools. Nucleic Acids Res (2019) 47(D1):D419–D26. doi: 10.1093/nar/gky1038 PMC632393930407594

[28] EdgarRDomrachevMLashAE. Gene expression omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res (2002) 30(1):207–10. doi: 10.1093/nar/30.1.207 PMC9912211752295

[29] LiHZhouYWangHZhangMQiuPZhangR. Crosstalk between liver macrophages and surrounding cells in nonalcoholic steatohepatitis. Front Immunol (2020) 11:1169. doi: 10.3389/fimmu.2020.01169 32670278PMC7326822

[30] HirsovaPBamideleAOWangHPoveroDReveloXS. Emerging roles of T cells in the pathogenesis of nonalcoholic steatohepatitis and hepatocellular carcinoma. Front Endocrinol (Lausanne) (2021) 12:760860. doi: 10.3389/fendo.2021.760860 34777255PMC8581300

[31] MichelTHentgesFZimmerJ. Consequences of the crosstalk between monocytes/macrophages and natural killer cells. Front Immunol (2012) 3:403. doi: 10.3389/fimmu.2012.00403 23316194PMC3539656

[32] ChenYTianZ. Roles of hepatic innate and innate-like lymphocytes in nonalcoholic steatohepatitis. Front Immunol (2020) 11:1500. doi: 10.3389/fimmu.2020.01500 32765518PMC7378363

[33] SavardCTartaglioneEVKuverRHaighWGFarrellGCSubramanianS. Synergistic interaction of dietary cholesterol and dietary fat in inducing experimental steatohepatitis. Hepatology (2013) 57(1):81–92. doi: 10.1002/hep.25789 22508243PMC5341743

[34] McGettiganBMcMahanROrlickyDBurchillMDanhornTFrancisP. Dietary lipids differentially shape nonalcoholic steatohepatitis progression and the transcriptome of kupffer cells and infiltrating macrophages. Hepatology (2019) 70(1):67–83. doi: 10.1002/hep.30401 30516830PMC6923128

[35] BieghsVHendrikxTvan GorpPJVerheyenFGuichotYDWalenberghSM. The cholesterol derivative 27-hydroxycholesterol reduces steatohepatitis in mice. Gastroenterology (2013) 144(1):167–78.e1. doi: 10.1053/j.gastro.2012.09.062 23041327

[36] Del PreteAMartínez-MuñozLMazzonCToffaliLSozioFZaL. The atypical receptor CCRL2 is required for CXCR2-dependent neutrophil recruitment and tissue damage. Blood (2017) 130(10):1223–34. doi: 10.1182/blood-2017-04-777680 28743719

[37] HenkelJGärtnerDDornCHellerbrandCSchanzeNElzSR. Oncostatin m produced in kupffer cells in response to PGE2: Possible contributor to hepatic insulin resistance and steatosis. Lab Invest (2011) 91(7):1107–17. doi: 10.1038/labinvest.2011.47 21519329

[38] FogliaBSuttiSPediciniDCannitoSBoccaCMaggioraM. A profibrogenic mediator overexpressed in non-alcoholic fatty liver disease, stimulates migration of hepatic myofibroblasts. Cells (2019) 9(1):28. doi: 10.3390/cells9010028 PMC701708731861914

[39] Di MairaGFogliaBNapioneLTuratoCMaggioraMSuttiS. Oncostatin m is overexpressed in NASH-related hepatocellular carcinoma and promotes cancer cell invasiveness and angiogenesis. J Pathol (2022) 257(1):82–95. doi: 10.1002/path.5871 35064579PMC9315146

[40] XuLChenYNagashimadaMNiYZhugeFChenG. CC chemokine ligand 3 deficiency ameliorates diet-induced steatohepatitis by regulating liver macrophage recruitment and M1/M2 status in mice. Metabolism (2021) 125:154914. doi: 10.1016/j.metabol.2021.154914 34656648

[41] ZhangXLiJQinJJChengWLZhuXGongFH. Oncostatin m receptor β deficiency attenuates atherogenesis by inhibiting JAK2/STAT3 signaling in macrophages. J Lipid Res (2017) 58(5):895–906. doi: 10.1194/jlr.M074112 28258089PMC5408608

[42] TanZLiuQJiangRLvLShotoSSMailletI. Interleukin-33 drives hepatic fibrosis through activation of hepatic stellate cells. Cell Mol Immunol (2018) 15(4):388–98. doi: 10.1038/cmi.2016.63 PMC605283928194023

[43] GaoYLiuYYangMGuoXZhangMLiH. IL-33 treatment attenuated diet-induced hepatic steatosis but aggravated hepatic fibrosis. Oncotarget. (2016) 7(23):33649–61. doi: 10.18632/oncotarget.9259 PMC508510927172901

[44] KakinoSOhkiTNakayamaHYuanXOtabeSHashinagaT. Pivotal role of TNF-α in the development and progression of nonalcoholic fatty liver disease in a murine model. Horm Metab Res (2018) 50(1):80–7. doi: 10.1055/s-0043-118666 28922680

[45] DeveauxVCadoudalTIchigotaniYTeixeira-ClercFLouvetAManinS. Cannabinoid CB2 receptor potentiates obesity-associated inflammation, insulin resistance and hepatic steatosis. PloS One (2009) 4(6):e5844. doi: 10.1371/journal.pone.0005844 19513120PMC2688760

[46] FourmanLTStanleyTLBillingsleyJMSuiSJHFeldpauschMNBoutinA. Delineating tesamorelin response pathways in HIV-associated NAFLD using a targeted proteomic and transcriptomic approach. Sci Rep (2021) 11(1):10485. doi: 10.1038/s41598-021-89966-y 34006921PMC8131688

[47] MolesAMurphyLWilsonCLChakrabortyJBFoxCParkEJ. A TLR2/S100A9/CXCL-2 signaling network is necessary for neutrophil recruitment in acute and chronic liver injury in the mouse. J Hepatol (2014) 60(4):782–91. doi: 10.1016/j.jhep.2013.12.005 PMC396035924333183

[48] ZhouSLZhouZJHuZQHuangXWWangZChenEB. Tumor-associated neutrophils recruit macrophages and T-regulatory cells to promote progression of hepatocellular carcinoma and resistance to sorafenib. Gastroenterology (2016) 150(7):1646–58.e17. doi: 10.1053/j.gastro.2016.02.040 26924089

[49] GordonRAGrigorievGLeeAKallioliasGDIvashkivLB. The interferon signature and STAT1 expression in rheumatoid arthritis synovial fluid macrophages are induced by tumor necrosis factor α and counter-regulated by the synovial fluid microenvironment. Arthritis Rheumatol (2012) 64(10):3119–28. doi: 10.1002/art.34544 PMC344902322614743

[50] MøhlenbergMTerczynska-DylaEThomsenKLGeorgeJEslamMGrønbækH. The role of IFN in the development of NAFLD and NASH. Cytokine. (2019) 124:154519. doi: 10.1016/j.cyto.2018.08.013 30139548

[51] YamaguchiKItohYYokomizoCNishimuraTNiimiTFujiiH. Blockade of interleukin-6 signaling enhances hepatic steatosis but improves liver injury in methionine choline-deficient diet-fed mice. Lab Invest (2010) 90(8):1169–78. doi: 10.1038/labinvest.2010.75 20368703

[52] BarrebyEChenPAouadiM. Macrophage functional diversity in NAFLD - more than inflammation. Nat Rev Endocrinol (2022) 18:461–72. doi: 10.1038/s41574-022-00675-6 35534573

[53] TallARYvan-CharvetL. Cholesterol, inflammation and innate immunity. Nat Rev Immunol (2015) 15(2):104–16. doi: 10.1038/nri3793 PMC466907125614320

[54] RamachandranPPellicoroAVernonMABoulterLAucottRLAliA. Differential ly-6C expression identifies the recruited macrophage phenotype, which orchestrates the regression of murine liver fibrosis. Proc Natl Acad Sci USA (2012) 109(46):E3186–95. doi: 10.1073/pnas.1119964109 PMC350323423100531

[55] TriantafyllouEPopOTPossamaiLAWilhelmALiaskouESinganayagamA. MerTK expressing hepatic macrophages promote the resolution of inflammation in acute liver failure. Gut (2018) 67(2):333–47. doi: 10.1136/gutjnl-2016-313615 PMC586828928450389

[56] ChoiJYSeoJYYoonYSLeeYJKimHSKangJL. Mer signaling increases the abundance of the transcription factor LXR to promote the resolution of acute sterile inflammation. Sci Signal (2015) 8(365):ra21. doi: 10.1126/scisignal.2005864 25714463

[57] MakKMMeiR. Basement membrane type IV collagen and laminin: An overview of their biology and value as fibrosis biomarkers of liver disease. Anat Rec (Hoboken) (2017) 300(8):1371–90. doi: 10.1002/ar.23567 28187500

[58] Martinez-HernandezAMartinezJ. The role of capillarization in hepatic failure: studies in carbon tetrachloride-induced cirrhosis. Hepatology (1991) 14(5):864–74. doi: 10.1002/hep.1840140519 1718835

[59] HuangHZhangGGeZ. lncRNA MALAT1 promotes renal fibrosis in diabetic nephropathy by targeting the miR-2355-3p/IL6ST axis. Front Pharmacol (2021) 12:647650. doi: 10.3389/fphar.2021.647650 33995063PMC8117091

[60] YuCWangFJinCHuangXMillerDLBasilicoC. Role of fibroblast growth factor type 1 and 2 in carbon tetrachloride-induced hepatic injury and fibrogenesis. Am J Pathol (2003) 163(4):1653–62. doi: 10.1016/S0002-9440(10)63522-5 PMC186831014507672

[61] WangCLiYLiHZhangYYingZWangX. Disruption of FGF signaling ameliorates inflammatory response in hepatic stellate cells. Front Cell Dev Biol (2020) 8:601. doi: 10.3389/fcell.2020.00601 32793588PMC7387415

[62] LeeKSBuckMHouglumKChojkierM. Activation of hepatic stellate cells by TGF alpha and collagen type I is mediated by oxidative stress through c-myb expression. J Clin Invest (1995) 96(5):2461–8. doi: 10.1172/JCI118304 PMC1858997593635

[63] Borkham-KamphorstEMeurerSKVan de LeurEHaasUTihaaLWeiskirchenR. PDGF-d signaling in portal myofibroblasts and hepatic stellate cells proves identical to PDGF-b *via* both PDGF receptor type α and β. Cell Signal (2015) 27(7):1305–14. doi: 10.1016/j.cellsig.2015.03.012 25819339

[64] Fichtner-FeiglSStroberWKawakamiKPuriRKKitaniA. IL-13 signaling through the IL-13alpha2 receptor is involved in induction of TGF-beta1 production and fibrosis. Nat Med (2006) 12(1):99–106. doi: 10.1038/nm1332 16327802

[65] ThayerTELino CardenasCLMartynTNicholsonCJTraegerLWundererF. The role of bone morphogenetic protein signaling in non-alcoholic fatty liver disease. Sci Rep (2020) 10(1):9831. doi: 10.1038/s41598-020-66770-8 32561790PMC7305229

[66] ArndtSWackerEDornCKochASaugspierMThaslerWE. Enhanced expression of BMP6 inhibits hepatic fibrosis in non-alcoholic fatty liver disease. Gut. (2015) 64(6):973–81. doi: 10.1136/gutjnl-2014-306968 25011936

# Supplementary material for: Hepatic damage caused by long-term high cholesterol intake induces a dysfunctional restorative macrophage population in experimental NASH
**Source:** Front Immunol. 2022 Sep 8;13:968366. doi: 10.3389/fimmu.2022.968366
**Supplement:** Supplementary file 1

Hepatic damage caused by long-term high cholesterol intake induces a dysfunctional restorative macrophage population in experimental NASH.

Ana Maretti-Mira, Matthew P. Salomon, Angela M. Hsu, Chikako Matsuba, Gary C. Kanel, Lucy Golden-Mason

Contents List:

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

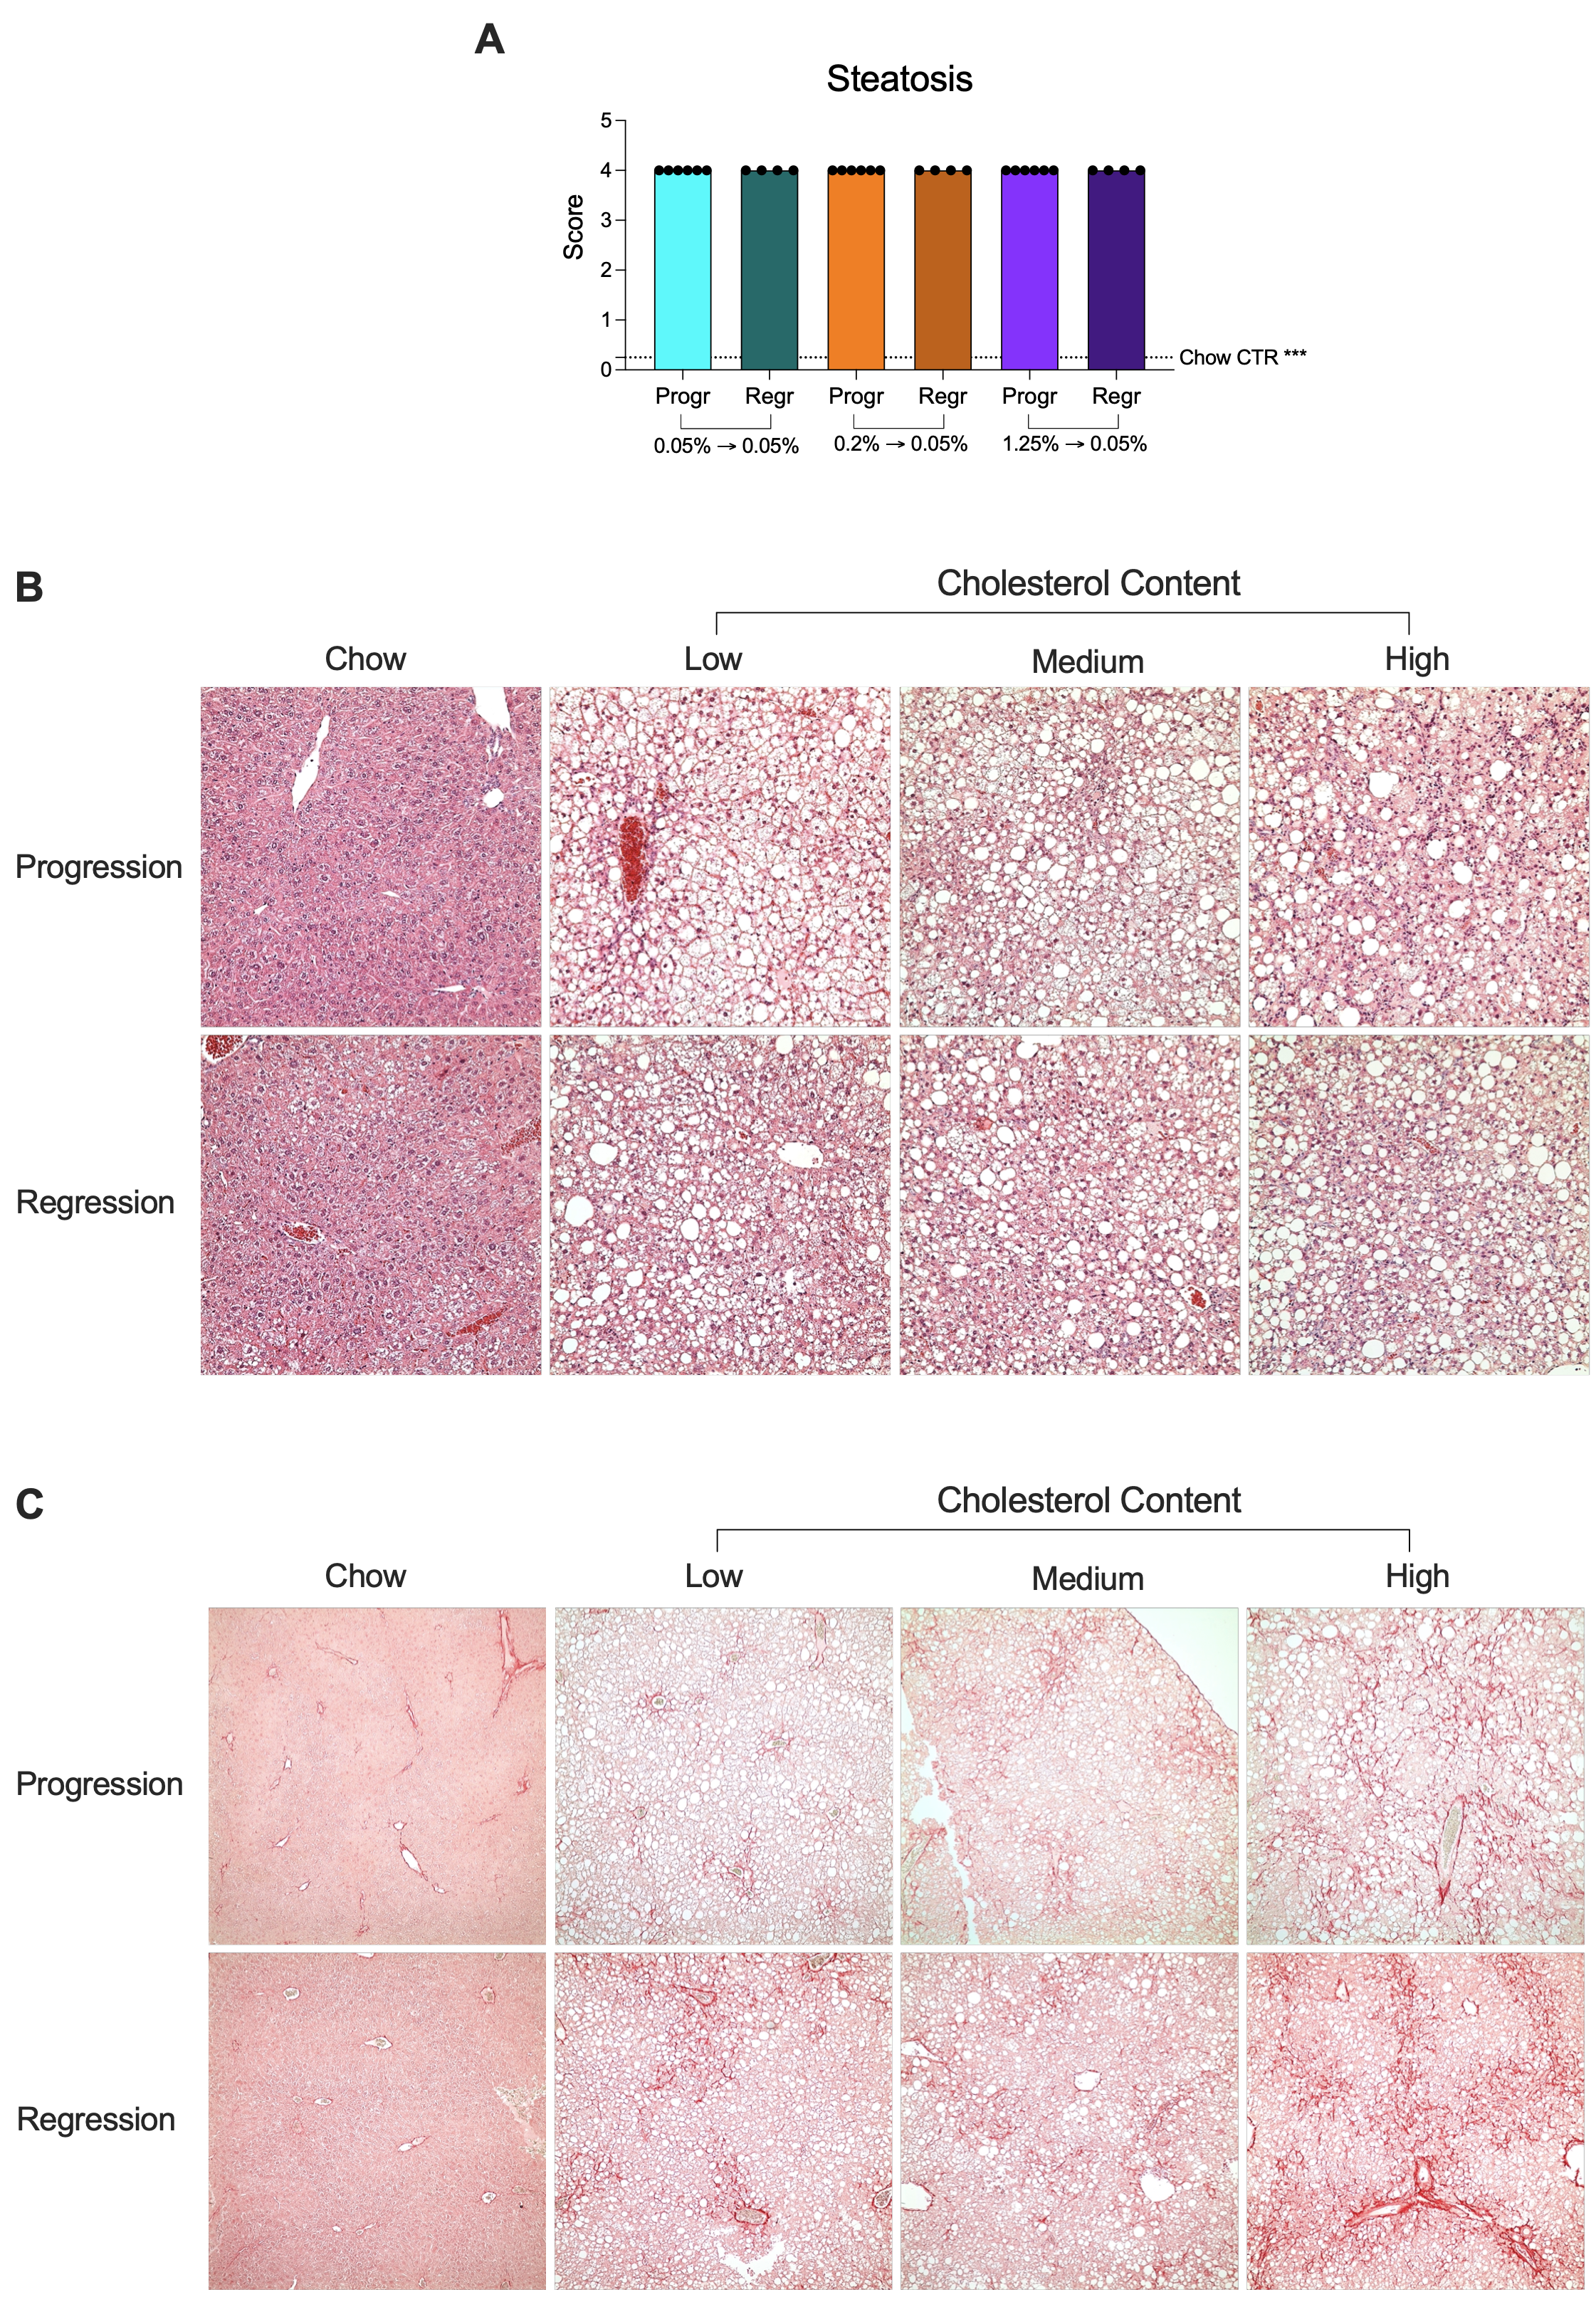

**Supplementary Figure 1:** Histological findings. (A) Steatosis score. All groups showed similar steatosis grade regardless of cholesterol intake. Prog: Progression phase; Regr: Regression phase; CTR: control. (B) Representative images of histological hematoxylin-eosin staining. Magnification 200x. Statistical analysis of Inflammation Scores shown on Figure 1A. (C) Representative images of histological Sirius Red staining. Magnification 100x. Statistical analysis of Fibrosis Scores shown on Figure 1B.

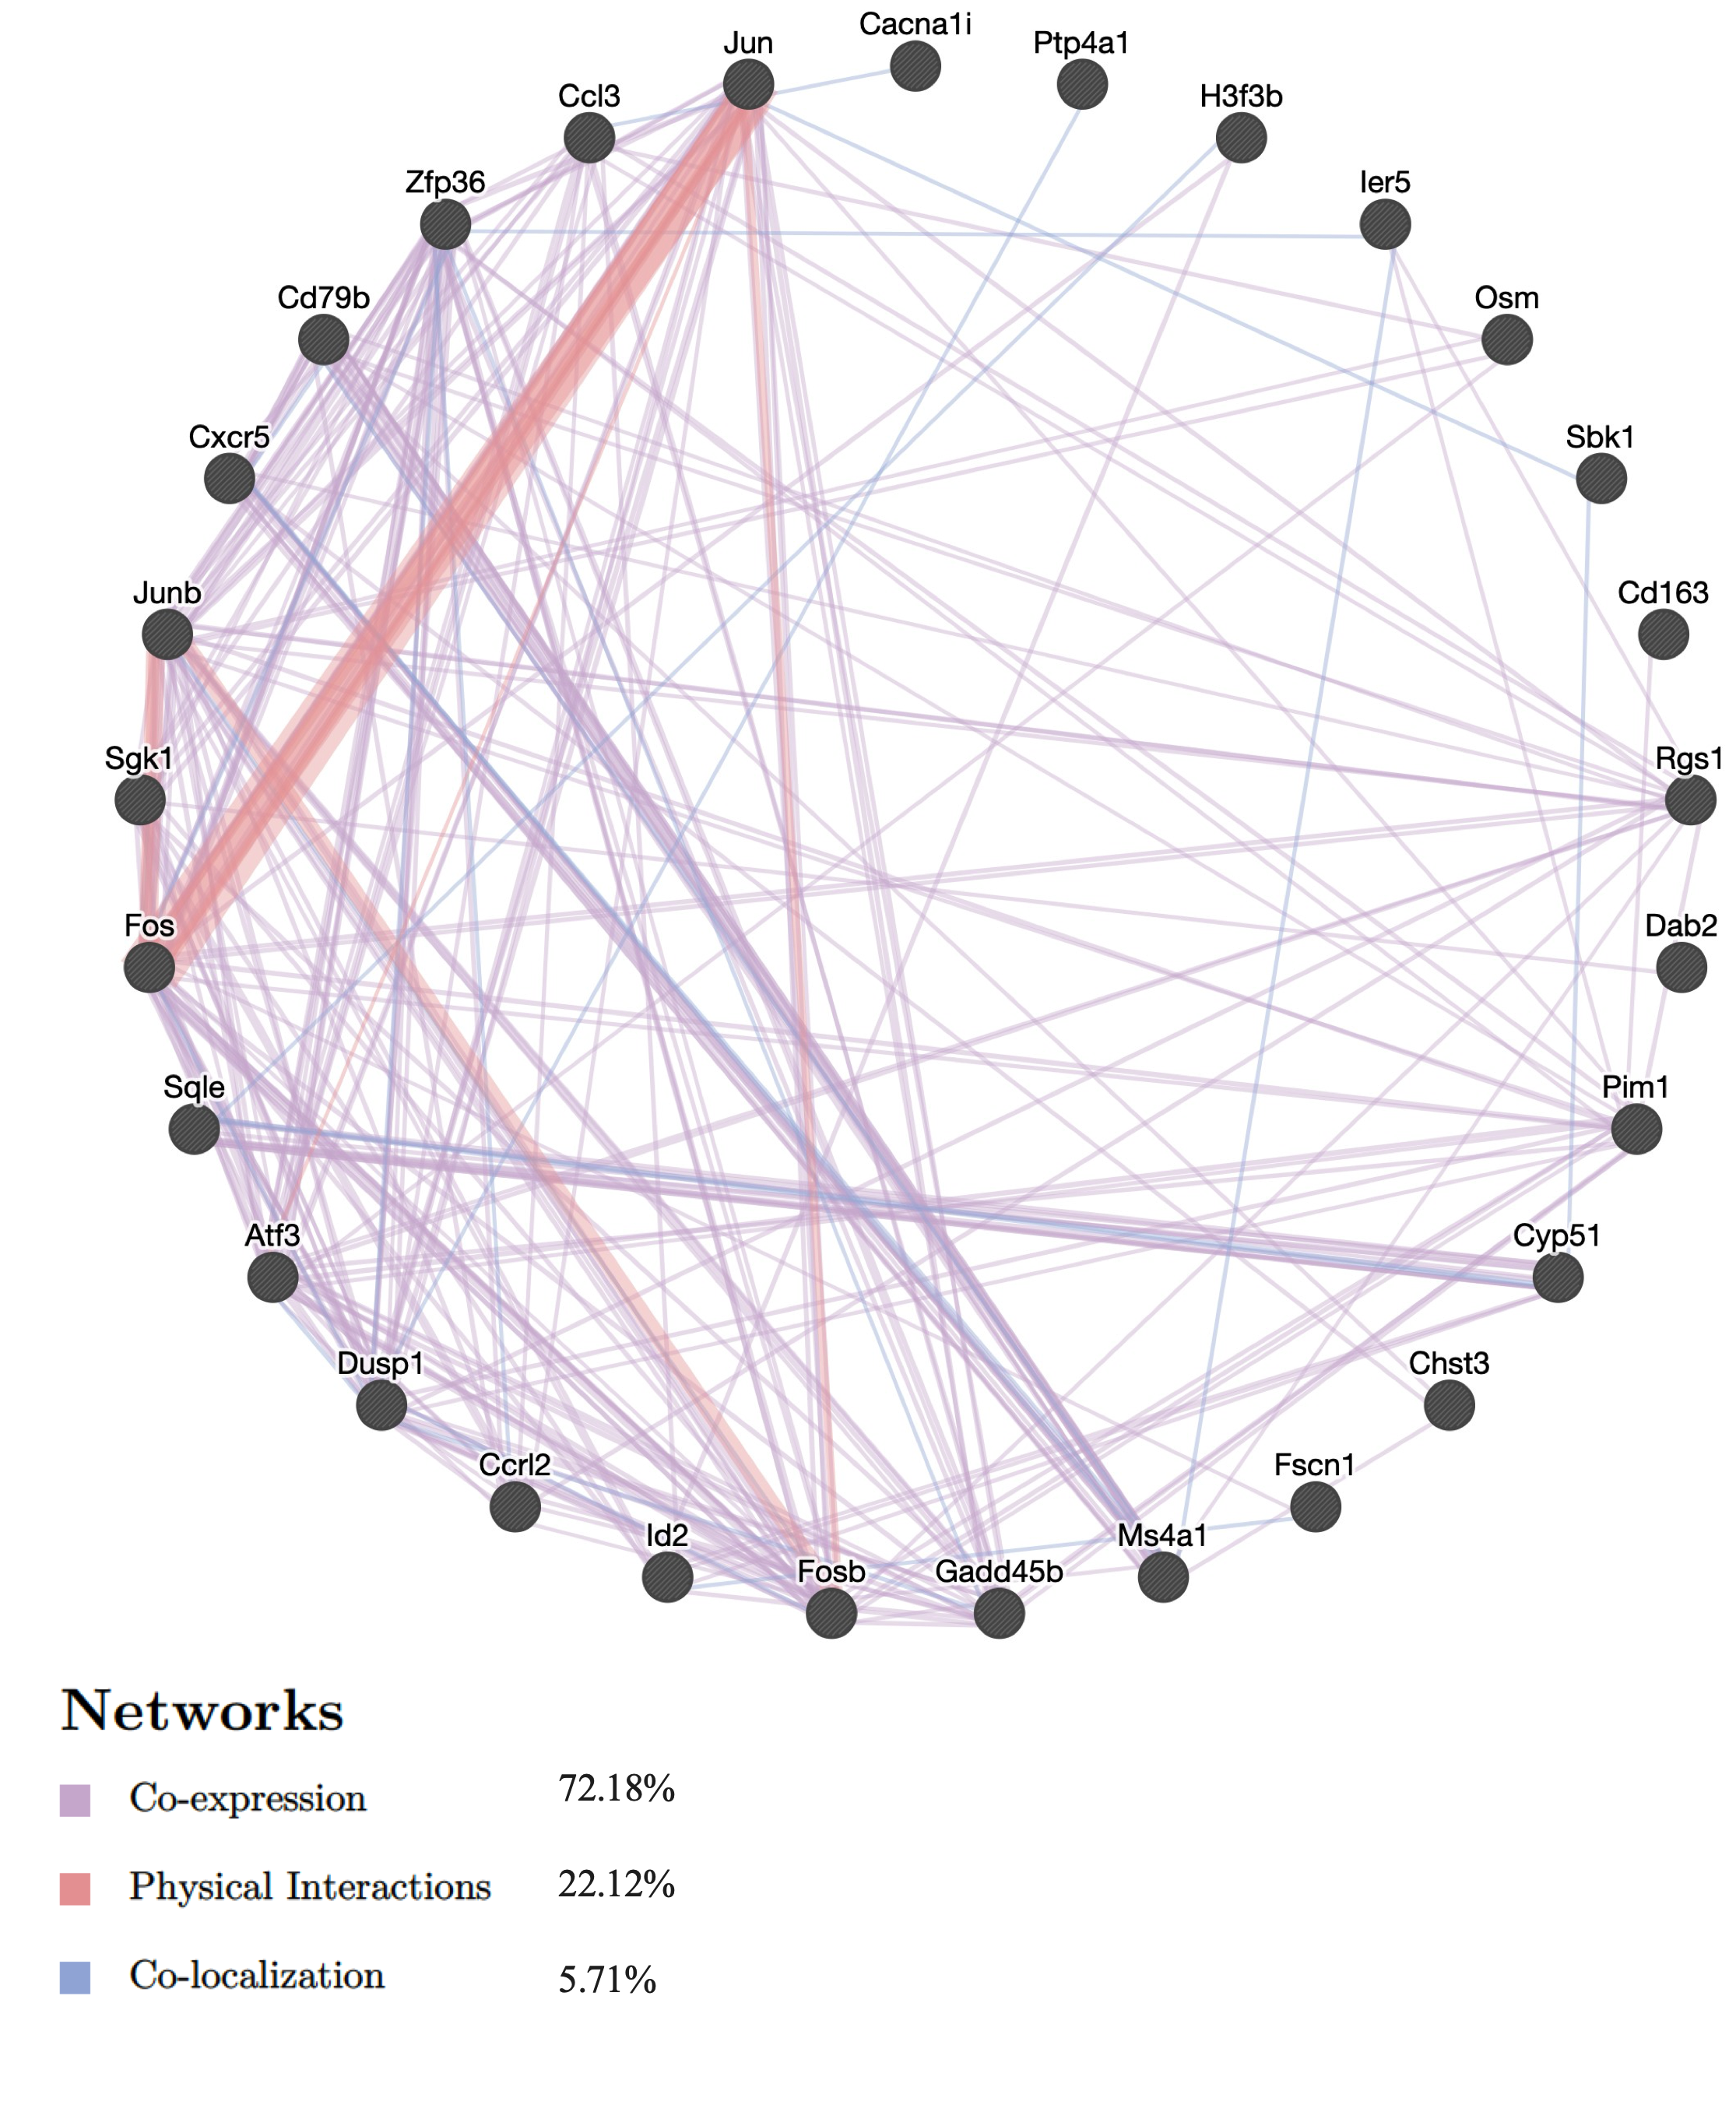

**Supplementary Figure 2:** Network strength among the genes commonly induced dietary cholesterol. GeneMANIA network analysis test showed that the 30 of the 32 genes commonly modified by dietary cholesterol are highly co-expressed. Physical interaction and co-localization were also indicated by the analysis.

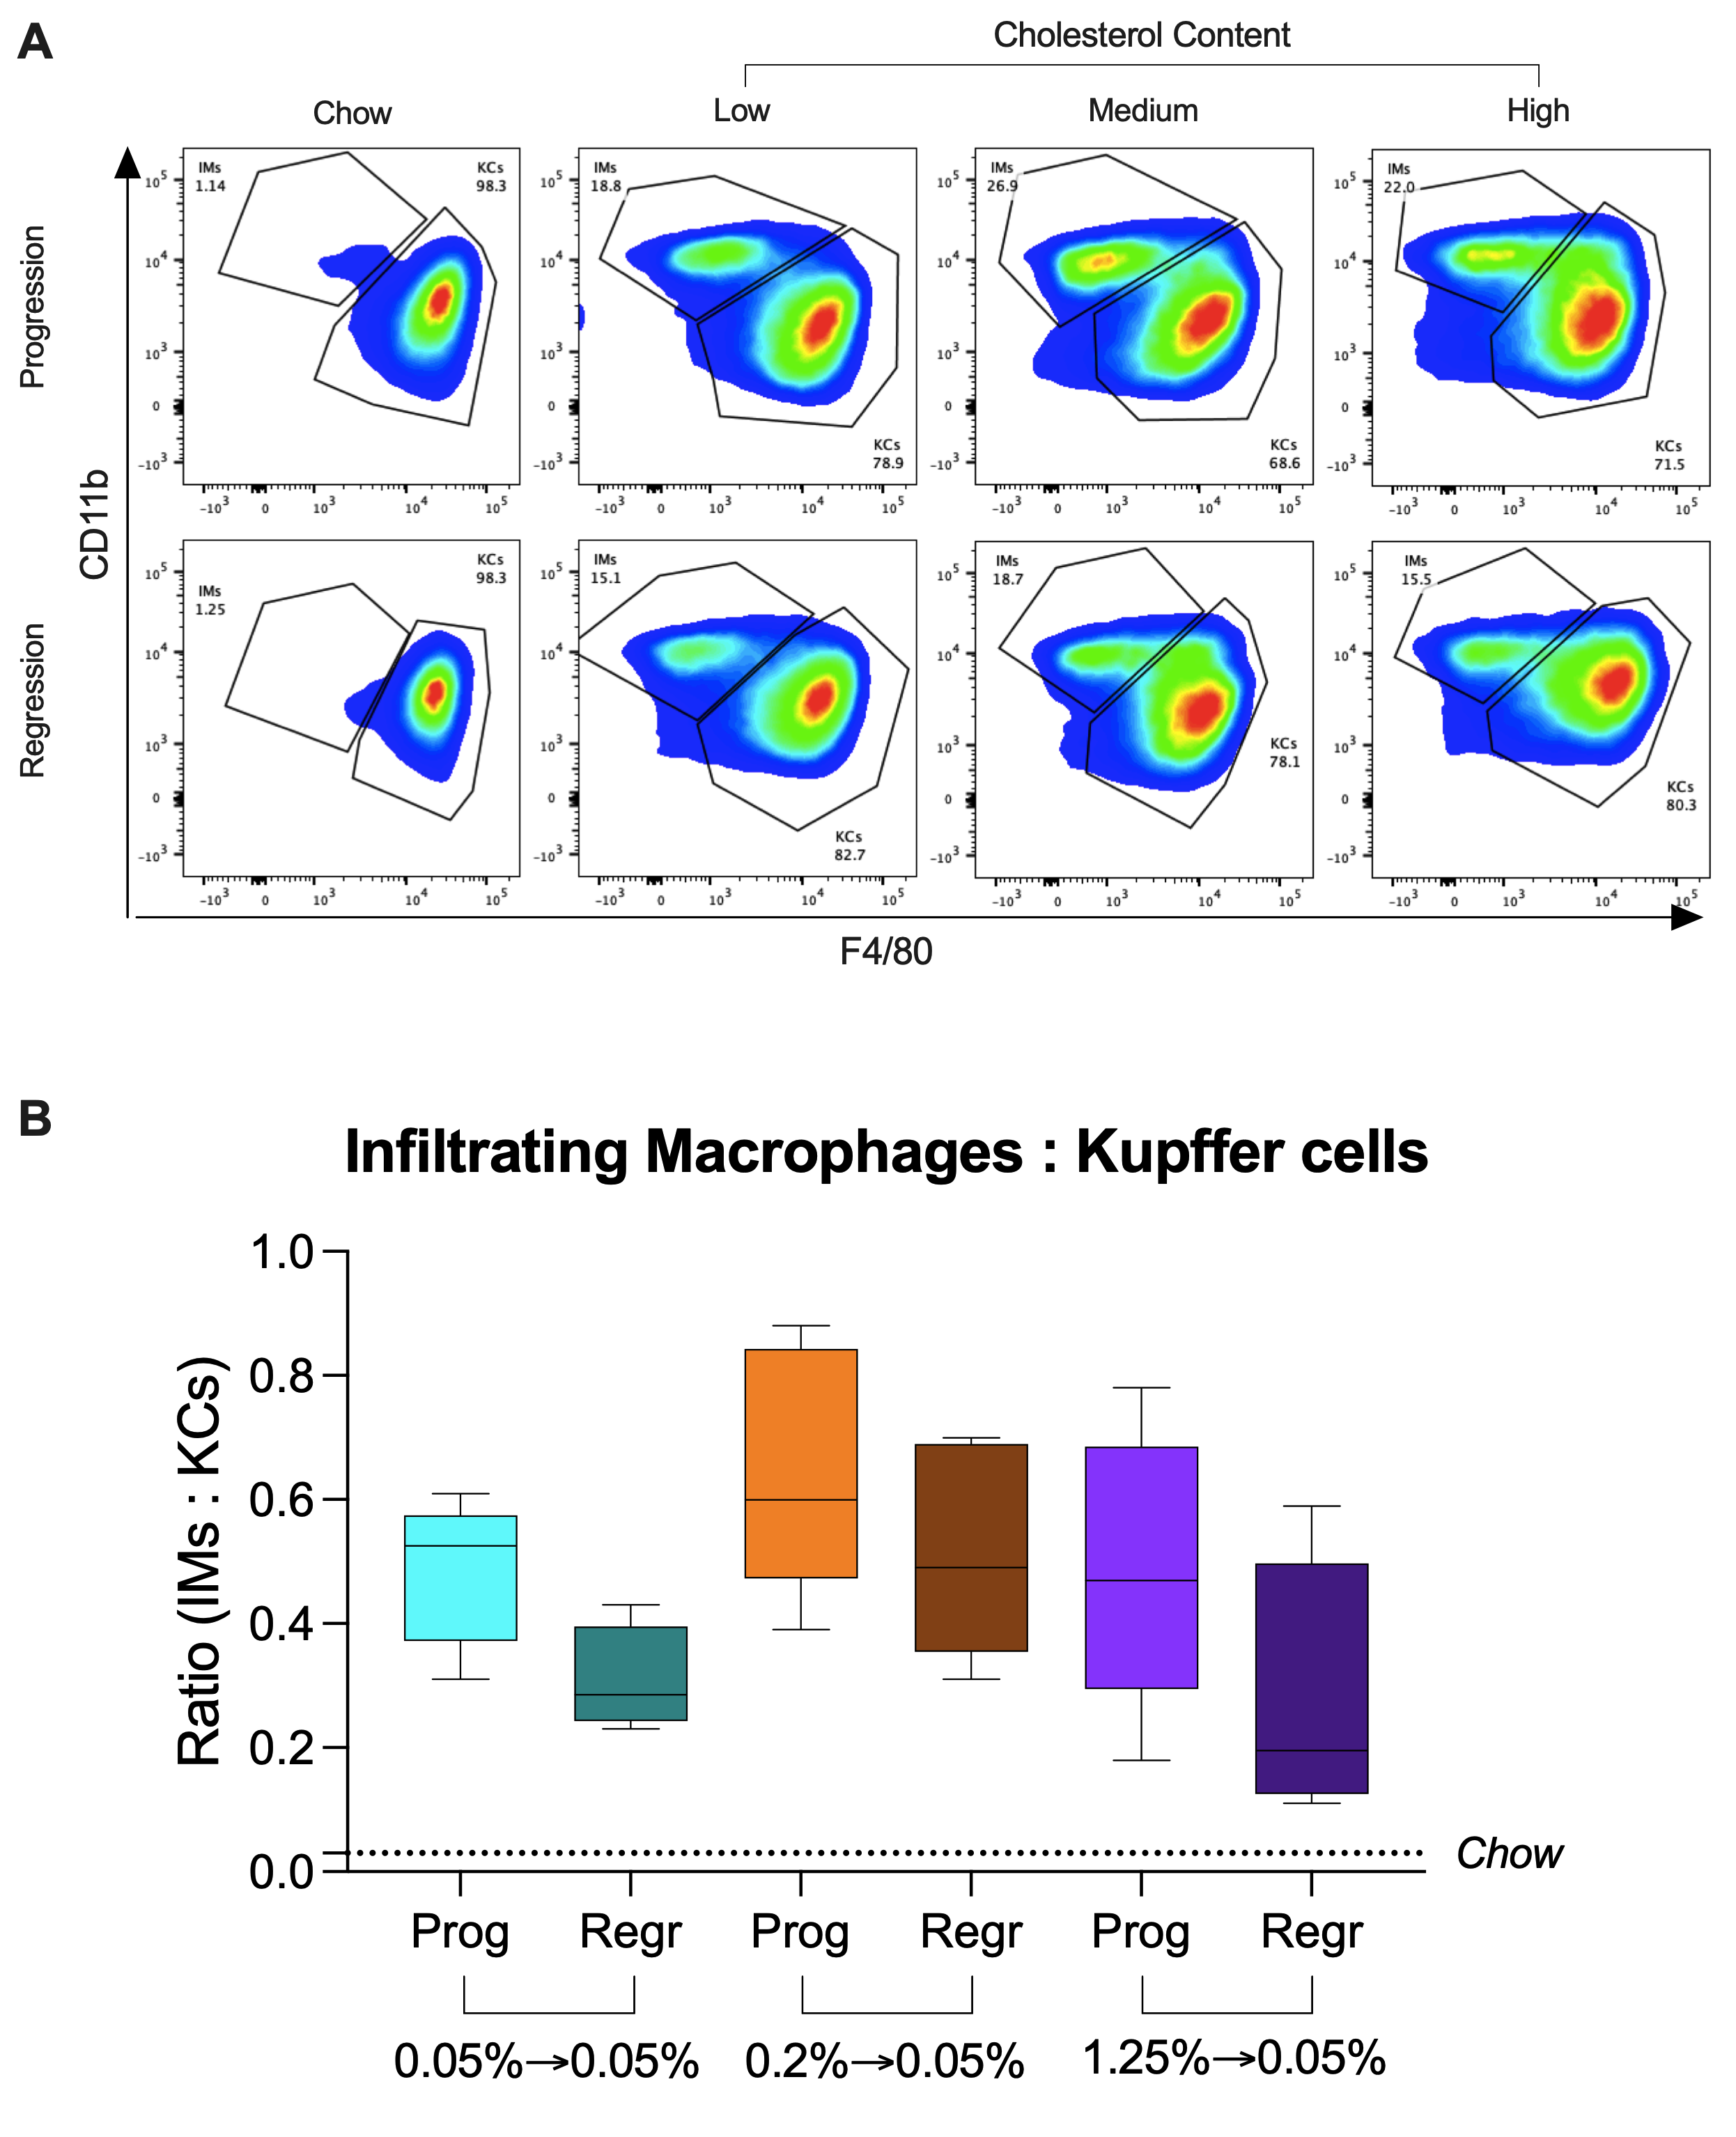

**Supplementary Figure 3:** Frequency of hepatic macrophage subpopulations. (A) Representative graphics from FACS sorting showing Kupffer cells (KCs – F480^hi^ CD11b^low^) and Infiltrating macrophages (IMs - F480^low^ CD11b^hi^). (B) Ratios of IMs: KCs. We calculated the total hepatic macrophages by summing the total number of IMs and KCs. Then, we defined the real KCs and IMs subpopulation percentages. Ratios were calculated by dividing IM by KC frequencies. No statistical differences were found in the IM: KC ratios during the dietary intervention. The statistical test applied One-Way ANOVA followed by Tukey's multiple comparisons test. Prog: Progression phase; Regr: Regression phase; CTR: control.

How the deposited data were processed for this re-analysis (not part of the article)

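Bulk mRNA of sorted hepatic macrophages from 20 mice was sequenced, 1 library per mouse. The mice belonged to 6 groups, given by cholesterol level (high, medium or low) and phase (progression or regression), with 3 mice per group except the low cholesterol group of the progression phase and the medium cholesterol group of the regression phase, which had 4 each. The high cholesterol diet held 1.25% cholesterol according to the paper and 1.2% according to the sample labels, and the medium and low cholesterol diets held 0.2% and 0.05%.

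The authors trimmed the reads with Trim Galore and quantified transcripts with Salmon against the GENCODE M25 reference, giving the deposited expected counts per transcript, which are not scaled for depth. The deposited TPM were scaled by Salmon for effective transcript length and depth. The authors also deposited transcript lengths and effective lengths in bases, which were used here for length offsets alone. The later steps of the paper were gene summaries with tximport and tests with DESeq2, which were not repeated as the main setting here and were run as alternatives.

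The annotation at hand was GENCODE M21, so 139791 of the 140992 transcripts were matched to 54115 genes, and the 1201 others were left out. Expected counts were summed for each gene and rounded. R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0 were used. In edgeR, genes were filtered with filterByExpr, normalized with TMM and tested with the robust quasi-likelihood test in a fit of the 10 mice of each phase. Interactions and the comparison of the low cholesterol groups came from a fit of all 20 mice. The SE of a log2-foldchange is its size divided by the square root of the F statistic. Adjusted p-values of genes are from edgeR with Benjamini-Hochberg adjustment, with 0.1 as threshold, unless another tool is named.

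The genes named are those in the paper's Results, the 3 genes with the largest log2-foldchange in each direction for each comparison with the low cholesterol group (adjusted p under 0.1, mean of at least 1 CPM, no overlap between groups), marker genes of liver cell types, and sex genes as a check of the labels. This rule was fixed before the data were examined. Some genes that meet it are not reported here. Cclr2 was read as Ccrl2, Erg1 as Egr1, Trail as Tnfsf10, Mat1 as Mat1a and Il6r as Il6ra.

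Reactome sets of 5 to 500 genes were tested with fgsea. The threshold of 0.1 for the sets was chosen after their values had been seen, and the paper's text does not name one for this test. Marker lists were tested with Fisher's exact test at an unadjusted p of 0.05. A p of 1 was given no direction, a rule set after the values were seen. A marker score is the mean over its genes of log2 CPM, and its differences between groups were tested with exact permutation tests, two-sided. Correlations over mice were computed after group means were removed, with permutation p-values from 1e+05 permutations within groups.

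Alternatives were DESeq2, DESeq2 with length offsets and with shrunken log2-foldchanges, edgeR with length offsets, RLE size factors, library size only, a filter of at least 1 count in any mouse or 10 counts in every mouse, fits of only the groups compared or of all 6 groups, an adjusted p under 0.05, an endothelial marker score as a covariate, camera in place of fgsea, the signed log10 p as rank for fgsea, other inputs to the principal components, and leaving out each mouse in turn. The removal of the GC trend of each library and the other linkages in clustering were chosen after seeing the data. On simulated data with 200 changed genes, edgeR recovered between 84% and 92% of them with 11 to 18 false calls, and DESeq2 between 89% and 92.5% with 49 to 61 false calls.

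Libraries held between 15576554 and 21315489 expected counts. Ingenuity Pathway Analysis, Gene Ontology enrichment, Hallmark sets, histology and flow cytometry were not analysed here.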

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

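The tests of library size and of the library with a high mitochondrial share were chosen only after the result was seen, and the test of a sample swap was refined after a first run, to leave the mouse itself out of the relation it is judged by.

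In groups of 4 mice, 15 of 162 values had 1 mouse far from the others, where chance gives about 8.1, since the Dixon test used picks about 1 in 20 by chance. In the low cholesterol group of the progression phase, the 10 most abundant genes took 16.7% of the counts of replicate 9 (95% Wilson interval 16.67% to 16.7%) and between 8.71% and 9.68% in the other mice, and this mouse also had 23.6 TPM of Atg5. Replicate 10 had 26.2 TPM of Kdr, 11.9 TPM of Timp3, 62.0 TPM of Il6st, 15.5 TPM of Fosb and 36.8 TPM of Igkv4-80, all above the other mice. Replicate 11 had 1.93 TPM of Cxcr6 and 1328 TPM of Marco. For the medium cholesterol group of the regression phase, replicate 17 had 203.8 TPM of Cd63, 92.6 TPM of Ighv8-8 and 8.22 TPM of Mup11. Replicate 19 had 122.4 TPM of Klf6 and 8.18 TPM of Gm42713, and replicate 20 had 465.4 TPM of Igkv1-88. A library of low quality could carry the calls of the progression phase. Without replicate 9, 3478 genes were DE in the high cholesterol group, 2601 of them among the 3010 with it, and 1590 in the medium cholesterol group, 1140 of them among the 1470 with it. Fisher's exact p of the M1-like markers in the medium cholesterol group then was 0.0437 in place of 4.38e-07. For the interaction of medium cholesterol with phase, 431 genes were DE in place of 953, so the number of calls rose or fell with the comparison and part of the genes called changed. For Gm42713, 99.8% of its 31-base words are found in Gm43546, and each of the 20 libraries had counts on exactly 1 of the pair, while the sum of the pair overlapped between the high and low cholesterol groups of the progression phase, so the opposite changes of these near-identical copies are not a change of the pair as a whole. No biological explanation was tested for the single mice.

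The effect of cholesterol differed between the phases for 953 genes in the medium and 2074 genes in the high cholesterol group, by the interaction test. In the medium cholesterol group the log2 interaction was -1.78 for Ccl3, -2.71 for Ccrl2, -2.69 for Dusp1, -1.98 for Osm, -4.95 for Cd163 and 3.25 for Cxcr5. Within the high cholesterol group it was -1.88 for Ccl3, -3.15 for Ccrl2, -2.60 for Dusp1 and -2.93 for Osm. Of 100 splits drawn, 1 gave as many genes in the medium cholesterol group and 1 in the high cholesterol group, the real split in both cases, though another split gave up to 654 and 1964 genes. Library size differed little between the low cholesterol groups of the phases (exact permutation test, p = 0.4). Stress during cell isolation that differed between harvests is a candidate explanation for the genes above. The stress score of the low cholesterol group was higher in the regression than in the progression phase by 0.719 (exact permutation test, p = 0.0286, the smallest possible, higher in 3 of 3 mice). Against the low cholesterol group of the same phase, the score differed by 0.807 in the medium and 0.857 in the high cholesterol group of the progression phase (exact permutation p = 0.0286 each, adjusted p = 0.143 over 40 comparisons, 3 of 3 mice each). It differed by -0.481 in the high cholesterol group of the regression phase (exact permutation p = 0.1, the smallest possible, adjusted p = 0.217, 3 of 3 mice lower). The medium cholesterol group of that phase differed by -0.299 (exact permutation p = 0.114, adjusted p = 0.217, 3 of 4 mice lower), where the smallest possible p is 0.0286. Within groups, the mean of Ccl3, Ccrl2, Dusp1 and Osm followed the score with r = 0.899 (permutation p = 1e-05, the smallest possible, adjusted p = 3e-05 over 3 relations, rho = 0.869), and with r = 0.599 without the 2 mice farthest from the median score. These relations were not computed by phase. The condition that r stay over 0.7 without these mice was added after r was seen. The change of direction of these 4 genes cannot be told apart from stress during isolation. Harvest, age and phase coincide in the design and cannot be separated.

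Endothelial marker genes, which the paper does not discuss as a group, were higher with cholesterol. The score differed by 1.66 in the medium and 1.43 in the high cholesterol group of the progression phase (exact permutation p = 0.0286, the smallest possible, adjusted p = 0.143 over 40 comparisons, 3 of 3 mice each). RNA from liver sinusoidal endothelial cells among the sorted cells is a candidate explanation for the rise of endothelial and basement membrane genes, since the matrix genes followed the endothelial score within groups with r = 0.94. They also followed the dissociation stress score, with r = 0.488 (permutation p = 0.0152, adjusted p = 0.0684 over 9 scores, rho = 0.594), and with r = 0.324 without the 2 farthest mice. With stress, r was 0.944 in the progression phase (permutation p = 0.00207) and 0.352 in the regression phase (permutation p = 0.286), so in the progression phase the endothelial and the stress explanation cannot be told apart. RNA from hepatic stellate cells was tested in the same way and gave r = 0.244 (permutation p = 0.516, adjusted p = 0.794, rho = 0.125). It gave 0.413 without the 2 farthest mice (permutation p = 0.386) and 0.63 in the regression phase (permutation p = 0.222), with the opposite sign in the progression phase, so a part of stellate cells is not excluded. Expression of these genes by the macrophages themselves was not tested apart from this, and the data hold no measure of cell purity. With the endothelial score as a covariate, 0 genes were DE in the high cholesterol group of the progression phase, with 1406 at an unadjusted p under 0.05. The score nearly separates the groups of that phase, so this fit cannot tell the effect of cholesterol from that of the score. For the regression phase, where the score overlaps between groups, 959 genes were DE in the high cholesterol group with the covariate, so that the score does not account for all of them.

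Hepatocyte genes differed by 1.39 in the high cholesterol group of the regression phase (exact permutation p = 0.1, the smallest possible, adjusted p = 0.217, 3 of 3 mice higher) and by -1.11 in the low cholesterol group between the phases (exact permutation p = 0.0286, 3 of 3 mice lower). RNA from hepatocytes may explain the first. The median log2-foldchange of the hepatocyte markers was 1.53, with 7 of 8 DE up, but these are the genes of the score, so this value restates the difference and is no separate test. Major urinary protein genes are also made by hepatocytes and rose the most in the same comparison. Gnmt and Mat1a followed the hepatocyte score within groups with r = 0.681, and 0.698 without the 2 farthest mice, between the limits of 0.3 and 0.7 set before the test, so their rise cannot be told apart from hepatocyte RNA.

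B cell genes differed by -1.71 in the medium cholesterol group of the progression phase (exact permutation p = 0.0286, adjusted p = 0.143, 3 of 3 mice lower). In the high cholesterol group of that phase they differed by -1.33 (exact permutation p = 0.171, adjusted p = 0.274, 2 of 3 mice lower). After cholesterol reduction they differed by 0.825 in the medium (exact permutation p = 0.0286, adjusted p = 0.143, 4 of 4 mice higher) and by -0.944 in the high cholesterol group (exact permutation p = 0.1, adjusted p = 0.217, 3 of 3 mice lower). Fewer B cells among the sorted cells may explain the first. The median log2-foldchange of -1.98 over the B cell markers comes from the genes of the score and is no separate test. A loss of B cells from the liver and a difference in sorting could not be separated. A score of 8 T and NK cell genes differed by -2.452 in the medium and -1.651 in the high cholesterol group of the progression phase. After cholesterol reduction it differed by 0.154 and -2.09 (exact permutation tests, adjusted p between 0.208 and 0.896 over 40 comparisons). The relation of Cxcr6, Prf1 and PD-1 signaling to this score was not tested.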

How the results depend on the processing

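Of 2938 alternatives run for 149 results of single genes, 2490 kept the direction and the side of the threshold, 312 were weaker, 100 stronger and 36 reversed. For the 40 results of Reactome sets, 281 of 350 alternatives kept both, 5 were weaker, 34 stronger and 30 reversed. For every change below the cause was not tested. The removal of the GC trend was chosen after seeing the data.

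When the endothelial marker score was a covariate, the number of DE genes was 0 in the medium (772 at an unadjusted p under 0.05) and 0 in the high cholesterol group of the progression phase (1406 at an unadjusted p under 0.05), 959 in the high cholesterol group of the regression phase, 1116 for high against medium in the regression phase and 0 for the interaction of medium cholesterol (1286 at an unadjusted p under 0.05), while that of high cholesterol gave 2415 in place of 2074. The genes DE in all 4 comparisons were then 0, in both of the progression phase alone 0 and in both of the regression phase alone 16. Fisher's exact test gave p = 1 for the M1-like markers in both groups of the progression phase and for the M2-like markers in the medium cholesterol group, 0.0075 for the M1-like and 0.131 for the restorative markers in the high cholesterol group of the regression phase. For the medium cholesterol group of the progression phase the log2-foldchange was -0.66 for Ccl3, -0.004 for Dusp1, -0.30 for Osm, -0.90 for Tnf, -0.65 for Fosb, -0.18 for Cxcl1 and 2.48 for Ighv5-9-1. In the high cholesterol group of that phase it was -0.53 for Ccl3, -0.066 for Dusp1, -0.82 for Tnf, -0.046 for Ccl2 and -0.56 for Fosb. For the high cholesterol group of the regression phase it was -0.16 for Kdr, -0.11 for Col4a1, -0.034 for Timp3, -0.69 for Bmp6, -0.26 for Il6st, -0.49 for Fbn1, -0.36 for Hspg2 and -0.066 for Il6ra.

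With all 6 groups in 1 fit, 2262 genes were DE for medium cholesterol in the progression phase, 0 in the regression phase (1028 at an unadjusted p under 0.05) and 404 for high against medium in the progression phase. The overlaps of all 4 comparisons and of the regression phase alone were 0, and Fisher's exact test of the M1-like markers in the medium cholesterol group of the regression phase gave p = 1. At an adjusted p under 0.05, the DE genes were 955 and 1685 for medium and high cholesterol in the progression phase, 8 and 2607 in the regression phase, 276 and 1149 for the interactions and 457 between the low cholesterol groups. The overlap of all 4 comparisons was 3, that of the regression phase alone 1, and the M2-like markers of the medium cholesterol group in the progression phase gave p = 0.178 in Fisher's exact test. With only the compared groups in the fit, 1892 genes were DE for high cholesterol in the progression phase, and the exact p of the M1-like markers in the high cholesterol group of the regression phase was 0.000493.

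With DESeq2, 207 genes were DE for medium cholesterol in the regression phase and 471 for high against medium in the progression phase, and with length offsets 221 and 325. The overlap of all 4 comparisons was 37, and 32 with length offsets, and that of the regression phase alone 39 and 53. The exact p of the M1-like markers in the high cholesterol group of the regression phase was 0.000116 and 6.74e-05, that of the M2-like markers 0.000342 and 0.000906 for high cholesterol in the progression phase and 0.00381 and 0.00432 for medium cholesterol in the regression phase. For the restorative markers with high cholesterol in the progression phase it was 0.348 and 0.263, with the direction reversed. With length offsets, the log2-foldchange of Il6ra in the high cholesterol group of the regression phase was -0.045 with DESeq2, -0.043 when shrunken and -0.06 with edgeR, and that of Kdr in the medium cholesterol group was -0.018 when shrunken. With edgeR and length offsets, 1 gene was DE for high against medium in the progression phase, and the M1-like markers in the high cholesterol group of the regression phase gave an exact p of 0.0155.

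With genes of at least 1 count in any mouse, the DE genes were 37 for medium cholesterol in the regression phase, 343 and 1270 for the interactions and 478 between the low cholesterol groups, and the overlap of the regression phase alone was 13. The exact p was 0.00713 for the M1-like markers in the high and 0.0166 for the M2-like markers in the medium cholesterol group of the regression phase. With at least 10 counts in every mouse, that overlap was 6 and the exact p of the M1-like markers 0.023. With library size only, the overlap was 1 and the exact p of the M2-like markers for high cholesterol in the progression phase was 0.00877. With the GC trend removed, the overlap was 5 and the log2-foldchange of Atg5 in the high cholesterol group of the regression phase was 0.006. The share of DE genes that were up in the high cholesterol group of the progression phase was 53.3%, and 78.3% with library size only, which moved the median log2-foldchange of all genes by 0.094. With library size only it was also 29.7% in place of 44.5% for the interaction of medium cholesterol, 25.3% in place of 52.6% for that of high cholesterol and 82.7% in place of 65.5% between the low cholesterol groups. For medium cholesterol in the progression phase it was 70.3%, and 56.5% with DESeq2, 57.5% with DESeq2 and length offsets and 49.6% with all 6 groups in 1 fit.

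With camera, the adjusted p of collagen formation for medium cholesterol in the progression phase was 0.066 and that of extracellular matrix organization for high cholesterol in the regression phase was 0.142. The direction reversed for FCGR activation (0.719 and 0.868 for medium and high cholesterol in the progression phase), PDGF signaling (0.809, high, progression), interleukin-6 signaling (0.974, high, progression) and interleukin-7 signaling (0.974, high, progression, and 0.974, medium, regression). The first component held 61.6% in the progression and 66.4% in the regression phase with the variance stabilizing transformation, and 46.8% in the regression phase with all tested genes. The correlation of matrix genes with the hepatocyte score was -0.201 without the 2 farthest mice and -0.004 in the regression phase. With the recruited macrophage score it was 0.043 in the regression phase and 0.029 on log2(TPM + 1). During the progression phase it was 0.323 for T and NK cells, -0.426 for stellate cells and -0.176 for resident macrophages. For T and NK cells it was -0.451 over the 20 mice (permutation p = 0.162, adjusted p = 0.486 over 9 scores). In the regression phase alone it was -0.852 for these cells (permutation p = 0.021, rho = -0.806).

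When each mouse was left out in turn, the DE genes ranged from 751 to 1590 and from 1459 to 3478 for medium and high cholesterol in the progression phase, and from 3 to 43 and from 1943 to 4083 in the regression phase. They ranged from 3413 to 5291 for high against medium in the regression phase, from 172 to 1116 and from 1141 to 2738 for the interactions, and from 243 to 1149 between the low cholesterol groups. The overlaps ranged from 2 to 13 for all 4 comparisons, from 222 to 825 for the progression phase alone and from 0 to 9 for the regression phase alone. Fisher's exact p ranged from 2.11e-07 to 0.123 for the M1-like and from 0.0203 to 1 for the M2-like markers with high cholesterol in the progression phase, from 0.00854 to 0.482 for the M2-like markers with medium cholesterol in that phase, and from 0.00164 to 0.155 and from 0.00182 to 0.0519 for the M1-like and M2-like markers with high cholesterol in the regression phase. The adjusted p of collagen formation ranged from 0.0169 to 0.144 (medium, progression) and from 0.0204 to 0.148 (high, regression), and that of extracellular matrix organization from 0.000156 to 0.18 (high, regression). That of FCGR activation ranged from 0.503 to 0.807 (medium, progression), from 0.468 to 0.752 (high, progression) and from 0.666 to 0.975 (high, regression), that of PDGF signaling from 0.163 to 0.502 (high, progression), that of interleukin-6 signaling from 0.468 to 0.809 (high, progression) and from 0.225 to 0.975 (medium, regression), and that of interleukin-7 signaling from 0.482 to 0.974 (high, progression) and from 0.702 to 0.961 (medium, regression). The first component ranged from 34.3% to 41.4% and from 34.9% to 45.2%. In the medium cholesterol group of the regression phase, log2-foldchanges ranged from -0.18 to 0.45 for Kdr, -0.061 to 0.49 for Col4a1, -0.27 to 0.26 for Timp3, -0.41 to 0.16 for Bmp2 and -0.58 to 0.12 for Mmp13, and in the high cholesterol group from -0.02 to 0.14 for Il6ra.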

Differences from the paper's values

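The alternatives named here were set before the data were examined unless said otherwise, and of the settings in this part only the removal of the GC trend was chosen after the result was seen. For counts of genes a gap is taken as closed when the number lies within 1.5-fold of the paper's, and for log2-foldchanges when it lies within the error of the fit.

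For the medium cholesterol group of the progression phase, 437 genes were DE down, against the paper's 755. DESeq2 (838), DESeq2 with length offsets (737) and RLE size factors (542) came within 1.5-fold of the paper's number, and so did the removal of the GC trend (527), a setting chosen after seeing the values, while 8 other alternatives did not. Among the 7 fits that each left out 1 mouse, those without replicate 9 (737) and replicate 11 (657) of the low cholesterol group also did. In the regression phase, 24 genes were DE in the medium cholesterol group, 9 up and 15 down, against the paper's 229, 90 and 139. DESeq2 gave 207, 74 and 133, and with length offsets 221, 89 and 132, and 9 other alternatives did not close the gap, nor did the removal of the GC trend (23). In all 4 comparisons 10 genes were DE, against the paper's 32, and in both comparisons of the regression phase alone 3, against the paper's 55. DESeq2 gave 37 and 39 and DESeq2 with length offsets 32 and 53, and 9 other alternatives did not close either gap, nor did the removal of the GC trend (9 and 5).

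The first principal component held 37.7% in the progression phase, against the paper's about 62% in Fig. 2C, read by eye, and 41.7% in the regression phase, against about 68% in Fig. 2C. The variance stabilizing transformation gave 61.6% and 66.4%. All tested genes in the regression phase (46.8%) and the fit without replicate 11 of the low cholesterol group in the progression phase (41.4%) stayed far below the paper's shares.

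The paper's log2-foldchanges in Supplementary Table 1 differed for some genes. Ccrl2 was 1.95 in the medium and 1.94 in the high cholesterol group of the progression phase, against the paper's 1.25 and 1.18. Osm was 1.80 in the high cholesterol group, against the paper's 1.32. Cd163 was 2.53 and 1.99 in the progression and -2.47 and 2.604 in the regression phase, against the paper's 0.96, 0.73, -1.43 and 1.78. Cxcr5 was -2.36 and -1.56 in the progression phase, against the paper's -1.14 and -0.89. DESeq2 with shrunken log2-foldchanges and length offsets closed all of these, with 1.27 and 1.20 for Ccrl2, 1.34 for Osm, 0.98, 0.75, -1.45 and 1.80 for Cd163, and -1.16 and -0.91 for Cxcr5. The endothelial covariate also brought Cd163 in the medium (2.98) and high (2.37) cholesterol groups of the progression phase and in the high cholesterol group of the regression phase (2.35), and Cxcr5 in both groups of the progression phase (-1.97 and -1.27), within the error, which is wider in that fit. For Cxcr5 in the high cholesterol group, library size only (-1.45) and the filter of at least 1 count (-1.55) did so too. Among the fits that left out 1 mouse, the gap closed for Ccrl2 in the high cholesterol group without replicate 2 of that group (1.16), for Osm without replicate 2 (1.36) or low cholesterol replicates 11 (1.60) or 12 (1.61), for Cd163 in the high cholesterol group without replicate 3 (1.36), and for Cxcr5 without replicates 2 (-1.26) or 3 (-1.19) or low cholesterol replicates 9 (-1.41) or 11 (-1.31). No other alternative closed these gaps.

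Some genes that the paper calls did not pass the threshold here. Under DESeq2 and DESeq2 with length offsets, in this order, the adjusted p was 0.0307 and 0.0195 for Osm, 0.000768 and 0.000868 for Cd163, 0.0183 and 0.0767 for Cxcr5 and 0.0117 and 0.015 for Ccl17 in the medium cholesterol group of the regression phase, where Ccl17 also passed with at least 1 count in any mouse (0.0971). In the same group it was 0.0587 and 0.0487 for Cd63, 0.00539 and 0.00464 for Clec7a, 0.0458 and 0.0438 for Egr1, 0.00855 and 0.00185 for Klf6 and 0.0933 and 0.0971 for Mbl2, and Ltc4s passed with length offsets alone (0.0976). Within the high cholesterol group of the progression phase it was 0.0637 and 0.072 for Cd163, 0.0236 and 0.0666 for Cxcr5, 0.0363 and 0.0356 for Prf1, 0.0583 and 0.0761 for Pafah1b1 and 0.0699 and 0.0342 for Mat1a. In the medium cholesterol group of that phase it was 0.0508 and 0.032 for Il16 and 0.0214 and 0.0194 for Prf1. In the high cholesterol group of the regression phase it was 0.0259 and 0.0249 for Bmp6, 0.0628 and 0.0717 for Il6st and 0.0617 and 0.0253 for Hspg2. Il16 in the high cholesterol group of the progression phase passed with DESeq2 and length offsets (0.0761), and with the GC trend removed (0.0917), a setting chosen after seeing the values, which also passed it in the medium cholesterol group (0.0858), as did RLE size factors (0.0962).

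With all 6 groups in 1 fit, Cd163 (0.0481), Cxcr5 (0.0332), Pafah1b1 (0.0318) and Mat1a (0.0701) passed in the high cholesterol group of the progression phase, and Bmp6 (0.0514), Il6st (0.0577) and Hspg2 (0.0522) in the regression phase. Cd163 in the progression phase also passed with library size only (0.0964), Pafah1b1 with RLE size factors (0.0948), Hspg2 with edgeR and length offsets (0.0685) and with at least 10 counts in every mouse (0.0996), and Tnf in the high cholesterol group of the regression phase with only the compared groups (0.0952). Without replicate 15 of the high cholesterol group of the regression phase, Bmp6 (0.00371), Il6st (0.0137), Hspg2 (0.0175), Mmp19 (0.0311), Fbn1 (0.0687) and Tnf (0.0904) passed, and Hspg2 also without low cholesterol replicate 24 (0.0857). For the high cholesterol group of the progression phase, Cxcr5 (0.0208), Cd163 (0.0671) and Mat1a (0.0799) passed without replicate 1, Cd163 without low cholesterol replicate 12 (0.0936), Pafah1b1 without replicate 9 (0.0209) and Prf1 without replicate 11 (0.0598). For the medium cholesterol group, Il16 passed without any 1 of the low cholesterol replicates 9 to 12, and Prf1 without medium cholesterol replicate 5 or low cholesterol replicate 11. Collagen formation in the medium cholesterol group of the progression phase passed with camera (0.066) and in some fits that left out 1 mouse, down to 0.0169. Cxcl12 in both groups of the regression phase, Il27 in the high cholesterol group, Mmp12, Mmp13 and Mmp19 in the medium cholesterol group of that phase and Gnmt in the high cholesterol group of the progression phase passed in none of the settings run.

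The paper states that FCGR activation was inhibited in the progression phase, and the scores here were 0.92 and 0.90. The paper describes Ccl3, Ccrl2, Dusp1 and Osm as normalized after cholesterol reduction, and here their log2-foldchanges in the regression phase lay between -1.23 and -0.51, below the low cholesterol group. The paper describes the M2 markers as lower after cholesterol reduction, and here 5 of 13 were DE up and 3 down in the high cholesterol group. The paper places Ccl2 among the genes inhibited in the regression phase, and here its log2-foldchange in the high cholesterol group was 0.35 (adjusted p = 0.267, 3 of 3 mice higher). With only the compared groups in the fit, it was 0.348 and passed the threshold (adjusted p = 0.0976).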

Other observations

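The tests of library size and of false calls by DESeq2 were chosen only after the result was seen, and so was the removal of the GC trend as an alternative.

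The number of DE genes was compared with that in other splits of the same mice into groups of the same sizes. For medium and high cholesterol in the progression phase, medium cholesterol in the regression phase, high against medium in the regression phase and the low cholesterol groups between the phases, 1 of 35 splits gave as many DE genes, the real one. The largest number in another split of these comparisons was, in the same order, 126, 2399, 1, 2642 and 792, so another split came near the real number for high cholesterol in the progression phase and for the low cholesterol groups. For high cholesterol in the regression phase it was 1 of 10, the smallest share 3 mice against 3 allow, so this count cannot go below 0.1, though no other split gave more than 1 gene against the 3997 of the real one. For high against medium in the progression phase this count cannot decide, since any split gives at least the 0 genes found. Another split gave 49 genes there, and the real one had 1944 genes at an unadjusted p under 0.05. The overlaps of all 4 comparisons and of the progression phase alone were reached by 1 of 100 splits each, and that of the regression phase alone by 3 of 100. With DESeq2 and length offsets, 1 of 35 splits gave as many genes for medium and high cholesterol in the progression phase, 2 of 35 for medium cholesterol in the regression phase, where another split gave 598, and 1 of 10 for high cholesterol in the regression phase. The largest other splits gave 960 and 2326 genes for medium and high cholesterol in the progression phase and 592 for high cholesterol in the regression phase.

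The same count for the marker lists adds nothing to that of the DE genes. Other splits called few genes, so Fisher's exact p was 1 in 33 or 34 of the 34 other splits of 3 mice against 4, and in 9 of 9 for high cholesterol in the regression phase. For the M1-like markers, 1 of 35 splits gave as small a p for both groups of the progression phase and for medium cholesterol in the regression phase, and 1 of 10 for high cholesterol in the regression phase. For the M2-like markers it was 1 of 35 for both groups of the progression phase, 35 of 35 for medium and 1 of 10 for high cholesterol in the regression phase. For the restorative markers it was 35 of 35 and 1 of 35 for medium and high cholesterol in the progression phase, and 35 of 35 and 1 of 10 in the regression phase. Collagen formation was reached by 16 of 35 and 7 of 35 splits in the progression phase and by 21 of 35 and 5 of 10 in the regression phase. Extracellular matrix organization was reached by 5 of 35 and 4 of 35 splits in the progression phase and by 6 of 35 and 6 of 10 in the regression phase, so the enrichment of these sets was not separated from chance splits of the mice.

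GC content of the genes may shape the calls. With the GC trend of each library removed, 2566 genes were DE for high cholesterol in the progression phase and 3953 in the regression phase, of which 2285 and 3674 were among the 3010 and 3997 without this step. The numbers stayed within 1.5-fold, while a part of the calls was lost and others were gained, more so in the progression phase. Library size differed little between the high and low cholesterol groups (exact permutation test, p = 0.629 in the progression and p = 0.9 in the regression phase).

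DESeq2 called 183 more genes than edgeR for medium cholesterol in the regression phase. False calls of DESeq2 at this group size could explain part of this. In simulated counts of that comparison DESeq2 made 49 false calls. The simulation held 14972 genes and the real fit 28805, so this number cannot be set against the gap, and false calls are not excluded.

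Within the high cholesterol group of the regression phase, replicate 15 had matrix and endothelial genes near the low cholesterol group. A sample swap could explain this. Among 2177 genes that were DE without replicate 15 and unrelated to the endothelial score, 27.1% had replicate 15 on the low cholesterol side, while among 412 genes that follow the score it was 91.3%, so most genes unrelated to the score were not on the side a swap predicts.

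Cd163, Marco and Timd4 rose in the high cholesterol group of the regression phase. RNA from endothelial cells could contribute, and the mean of these genes followed the endothelial score within groups with r = 0.444 (permutation p = 0.0545, rho = 0.552, adjusted p = 0.0545 over 3 relations, r = 0.364 without the 2 farthest mice). With the score as a covariate, Cd163 kept most of its log2-foldchange (2.35 in place of 2.604) and stayed DE (adjusted p = 0.0958). Marco had 1.32 in place of 2.91 (adjusted p = 0.275) and Timd4 0.80 in place of 1.26 (adjusted p = 0.284). Little of the rise of Cd163 was thus tied to the score, while for Marco and Timd4 endothelial RNA can be neither shown nor excluded.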
